# Unlike its Paralog LEDGF/p75, HRP-2 Is Dispensable for MLL-R Leukemogenesis but Important for Leukemic Cell Survival

**DOI:** 10.3390/cells10010192

**Published:** 2021-01-19

**Authors:** Siska Van Belle, Sara El Ashkar, Kateřina Čermáková, Filip Matthijssens, Steven Goossens, Alessandro Canella, Courtney H. Hodges, Frauke Christ, Jan De Rijck, Pieter Van Vlierberghe, Václav Veverka, Zeger Debyser

**Keywords:** leukemia, molecular cell biology, protein complex, protein-protein interaction, nuclear magnetic resonance (NMR), animal model, cell culture, hematopoietic stem cell, cell proliferation

## Abstract

HDGF-related protein 2 (HRP-2) is a member of the Hepatoma-Derived Growth Factor-related protein family that harbors the structured PWWP and Integrase Binding Domain, known to associate with methylated histone tails or cellular and viral proteins, respectively. Interestingly, HRP-2 is a paralog of Lens Epithelium Derived Growth Factor p75 (LEDGF/p75), which is essential for *MLL*-rearranged (*MLL*-r) leukemia but dispensable for hematopoiesis. Sequel to these findings, we investigated the role of HRP-2 in hematopoiesis and *MLL*-r leukemia. Protein interactions were investigated by co-immunoprecipitation and validated using recombinant proteins in NMR. A systemic knockout mouse model was used to study normal hematopoiesis and MLL-ENL transformation upon the different HRP-2 genotypes. The role of HRP-2 in *MLL*-r and other leukemic, human cell lines was evaluated by lentiviral-mediated miRNA targeting HRP-2. We demonstrate that MLL and HRP-2 interact through a conserved interface, although this interaction proved less dependent on menin than the MLL-LEDGF/p75 interaction. The systemic HRP-2 knockout mice only revealed an increase in neutrophils in the peripheral blood, whereas the depletion of HRP-2 in leukemic cell lines and transformed primary murine cells resulted in reduced colony formation independently of *MLL*-rearrangements. In contrast, primary murine HRP-2 knockout cells were efficiently transformed by the MLL-ENL fusion, indicating that HRP-2, unlike LEDGF/p75, is dispensable for the transformation of MLL-ENL leukemogenesis but important for leukemic cell survival.

## 1. Introduction

Mixed Lineage Leukemia (MLL)-rearranged leukemia is an aggressive, genetically distinct subset of acute leukemia. These rearrangements, involving the *11q23* locus, are more frequently observed in infants, for which percentages range between 35% and 70% according to different studies [1,2,3,4,5]. Despite multiple efforts to develop a precision treatment, *MLL-*rearranged (*MLL*-r) acute leukemia remains associated with poor prognosis in children and adults, mostly due to tumor relapse, resulting in low 5-year survival rates [6]. The hallmark of this cancer is the translocation of the gene encoding MLL (*MLL1* or *KMT2A*) histone methyltransferase with one of more than 80 different partner genes, leading to the formation of oncogenic fusion proteins (MLL-FPs) [7]. The majority of MLL fusion partners are transcription regulators and promote the aberrant recruitment of the transcription machinery to the MLL target genes such as *HOX* genes (for review see Slany RK. [8]). To regulate gene expression, unstructured N-terminal motifs found in MLL form a ternary complex with menin and the integrase binding domain (IBD) of the p75 splice variant of Lens Epithelium Derived Growth Factor (LEDGF/p75). While LEDGF/p75 tethers the MLL-FPs to target genes, the sole molecular requirement for menin as an oncogenic cofactor in *MLL-*r leukemogenesis is to stabilize the interface of LEDGF/p75 with MLL-FPs [9]. Formation of the ternary complex is crucial for *MLL*-r leukemogenesis [9,10,11]. Importantly, LEDGF/p75 is dispensable for normal hematopoiesis, but required for the development of mixed lineage leukemia in mice [12].

HDGF, HDGF-related proteins 1 to 4 (HRP1-4) and LEDG, belong to the Hepatoma Derived Growth Factor (HDGF) family of proteins. The members are differentially expressed in both normal and pathological tissues, and their functions are not completely understood [13,14]. They are characterized by a high similarity in their N-terminal Homologue to Amino Terminus of HDGF (HATH) region [15]. This domain encompasses a PWWP-domain that specifically interacts with methylated lysines in histone tails [16]. Of note, HRP-2 and LEDGF/p75 are the only two members of this family harboring an IBD at their C-terminal end. LEDGF/p75 is a transcriptional co-activator that tethers IBD-binding proteins to the chromatin. Previous research indicated a role for LEDGF/p75 in DNA repair [17], cell survival and stress response [18,19,20], and various cancers [21,22,23,24,25].

The IBD domain of LEDGF/p75 is involved in the binding to the MLL-menin complex [9] and also known to interact with other cellular proteins including JPO2 [26], PogZ [27], ASK [28], IWS1 [29] and MED1 [30]. The affinity to the IBD domain is regulated by phosphorylation of the IBD binding motif (IBM) present on these binding partners [30]. In co-immunoprecipitation experiments PogZ, JPO2 and IWS1 were confirmed as HRP-2 binding partners [27,31]. 

In 2003, we reported that LEDGF/p75, next to cellular proteins, interacts with HIV integrase through the IBD [32,33]. By tethering the integration complex to the chromatin, LEDGF/p75 supports lentiviral integration and replication [32,34,35,36]. HRP-2 overexpression substitutes for the LEDGF/p75 function upon the depletion of the latter, presumably the consequence of the lower affinity of HIV-1 integrase for HRP-2 than for LEDGF/p75 [33,37]. Besides its role in HIV infection, HRP-2 has been linked to DNA repair by homologous recombination [38]. In addition, both HRP-2 and LEDGF/p75 were recently reported as key factors allowing RNA polymerase II to overcome the nucleosome-induced barrier to transcription elongation by taking over the FACT (facilitates chromatin transcription) complex role in differentiation to myotubes [39]. A myogenic function was also suggested by Zhang X. et al. [40]. HRP-2 is reported to be overexpressed in up to 40% of hepatocellular carcinoma cells where it promotes cancer cell growth in vitro as well as in vivo [31], whereas a reduction in HRP-2 was reported as a poor prognostic factor in Helicobacter pylori induced gastric cancer [41].

In light of this putative oncogenic activity, we compared HRP-2 with LEDGF/p75 in the context of hematopoiesis and *MLL-*r leukemia. Our data show that HRP-2 directly interacts with MLL in a menin-independent way. We report a systemic HRP-2 knockout mouse model with some postnatal mortality and modest changes in blood counts in the knockout survivors. In contrast to LEDGF/p75, HRP-2 appears to be dispensable for *MLL-*r leukemogenesis but required for leukemic cell survival. 

## 2. Materials and Methods

### 2.1. Viral Vector Transductions and Generation of Stable Cell Lines 

Viral vector productions were performed as previously described [12,42]. Titer units (TU) were determined by a p24 ELISA test (Fujirebio, Belgium). Human cell lines were transduced in a 1:1 volume ratio with concentrated lentiviral supernatants. Murine cells were transduced with pMSCV-based vectors as previously described [12]. Forty-eight hours post-transduction, cells were selected with puromycin at 1 µg/mL. 

### 2.2. Protein Purification

All proteins were expressed in *E. coli* Rosetta2 (DE3), grown on Lysogeny Broth medium and supplemented with 10 mg/mL ampicillin. Flag-tagged LEDGF/p75 purification was performed as described before [43]. MBP-tagged HRP-2_470–552_ and LEDGF/p75_325–530_ were purified similarly as described for the latter in [44]. MLL_1–160_-GST was purified as described in [45]. Expression and purification of LEDGF/p75_345–426_ was described earlier [46]. Identical conditions were used for expression and purification of HRP-2_469–549_. Protein fractions were analyzed by SDS-PAGE and Coomassie stain. Peak fractions were pooled. 

### 2.3. AlphaScreen Assay

The AlphaScreen assay was performed as described before [30]. Flag-LEDGF/p75 (0.3 nM) was preincubated with MLL_1–160_–GST (10 nM) before titration of MBP-LEDGF/p75_325–530_, MBP-HRP-2_470–552_ or MBP alone at the indicated concentrations. 

### 2.4. Co-Immunoprecipitation (IP)

Six million HEK293T cells were plated in a 8.5 cm petri dish and transfected with 20 µg of each indicated plasmid (three petri dishes/condition) and lysed as described in [30]. For IP experiments with MI-2 and MI-538 (MedChem Express), respectively 100 μM and 50 µM of the compound (or DMSO control) was added during lysis and overnight incubation. Immunoprecipitated protein was eluted with SDS-PAGE loading buffer and visualized by western blotting.

### 2.5. Peptide Synthesis

The peptides used in this study were synthesized by solid-phase synthesis in the Laboratory of Medicinal chemistry, IOCB, ASCR (Prague, Czech Republic).

### 2.6. NMR Spectroscopy

NMR spectra were acquired at 25 °C on the 850 MHz Bruker Avance spectrometer equipped with a triple-resonance (^15^N/^13^C/^1^H) cryoprobe. For structure determination, the sample volume was 0.35 mL, with a concentration of 500 μM HRP-2_469–549_ in the NMR buffer (25 mM TRIS pH 7.0, 150 mM NaCl, 1 mM TCEP), 5% D_2_O/95% H_2_O. The sequence-specific backbone and side-chain resonance assignment were obtained using a series of standard triple-resonance spectra (HNCO, HN(CA)CO, HNCACB, CBCA(CO)NH, HBHA(CO)NH, CCC(CO)HN and HCCH-TOCSY [47,48]). ^1^H-^1^H distance constraints for structural determination were obtained from intensities of NOE cross peaks in the 3D ^15^N/^1^H NOESY-HSQC and ^13^C/^1^H NOESY-HMQC spectra that were acquired using a NOE mixing time of 100 ms.

The families of converged structures were initially calculated in Cyana 3.98 using the combined automated NOE assignment and structure determination protocol [49]. In addition, backbone torsion angle constraints, generated from assigned chemical shifts using the program TALOS+ [50] were included in the calculations. Subsequently, five cycles of simulated annealing combined with redundant dihedral angle constraints were used to produce sets of converged structures with no significant restraint violations (distance and van der Waals violations < 0.2 Å and dihedral angle constraint violation < 5°), which were further refined in explicit solvent using the YASARA software with the YASARA forcefield [51]. The 30 HRP-2 IBD structures with the lowest total energy were selected, analyzed and validated using the Protein Structure Validation Software suite (http://psvs-1_5-dev.nesg.org). The constraints and structural quality statistics for the final set of water-refined HRP-2 IBD structures is summarized in Supplementary Table S1. The structure, NMR constraints, and resonance assignments were deposited in the Protein Data Bank (PDB, accession number 6T3I) and Biological Magnetic Resonance Bank (BMRB, accession number 34442).

In titration experiments 20 µM of ^15^N-labeled HRP-2_469–549_ or LEDGF/p75_345–426_ were mixed with various concentrations of unlabeled synthetic MLL peptide (123–160) or DMSO as a control. For each titration point, the chemical shift perturbations (CSP) in ^15^N/^1^H HSQC spectra measured in the SOFAST fashion were calculated and the dissociation constant was determined by a non-linear least squares analysis using GraphPad Prism and the equation

$${\mathrm{CSP}}_{obs}={\mathrm{CSP}}_{max}\times \frac{\left[L\right]+\left[P\right]+K_{D}-\sqrt{{\left(\left[L\right]+\left[P\right]+K_{D}\right)}^{2}-4\;\times \left[L\right]\times \left[P\right]}}{2\;\times \;\left[P\right]}$$

where CSP*_obs_* is the observed CSP at the given total ligand concentration [L], CSP*_max_* is the CSP at saturation, and [P] is the total concentration of protein [52]. 

### 2.7. HRP-2 Knockout Mouse Mode

C57BL/6N-Hdgfrp2<tm1b (KOMP)Wtsi>/Tcp (*HRP-2*^tm1b^) mice were ordered at Toronto Centre for Penogenomics after they were generated as part of the NorCOMM2 phenotyping project [53]. All animal experiments were approved by the KU Leuven ethical committee (P201/2014).

### 2.8. Clonogenic Growth In Vitro

Primary murine lin^-^ cells were cultured and scored in a semisolid colony formation unit (CFU) assay as described before [12]. Human, immortalized cell lines were cultured in MethoCult^TM^ H4230 (STEMCELL Technologies) and scored after 10 days in culture.

### 2.9. RNA-Sequencing and Bioinformatics

Total RNA samples (500 ng) were cleaned using the DNAse I kit (Thermoscientific) according to the Rapid out removal DNA kit instruction and converted into cDNA by using the QuantSeq 3ʹ mRNA-seq reverse 4 Library Prep Kit (Lexogen) according to manufacturer’s instructions [54] to generate a compatible library for Illumina sequencing. Briefly, library generation was initiated by oligodT priming for first strand cDNA which generated one fragment per transcript. The second strand cDNA was subsequently synthesized using random primers. Illumina-specific linker sequences were introduced by the primer with barcoding indices for different samples. The quality of cDNA libraries was determined using a High Sensitivity DNA Assay 2100 Bioanalyzer (Agilent) for quality control analysis. Sequencing of the cDNA library with 75bp single end reads was performed using an Illumina NextSeq 500 system. Reads were aligned to the reference genome GRCm38 using STAR-2.4.2a with default settings [55]. STAR was also used for gene expression quantification on the Ensembl GTF file version 84. Differential expression analysis was performed using DESeq2 in R [56]. The RNA-sequencing data are available in NCBI’s Gene Expression Omnibus (GSE154202).

### 2.10. Statistical Analysis

The presented graphs were generated using GraphPad Prism 8.3.1. The experimental results from in vitro experiments are presented as means ± standard deviations. Sample sizes (*n*) and description of each experimental group or condition are indicated in the figure legends. Different groups were statistically evaluated by a two-sided student’s t-test (for *n* > 4) or Mann–Whitney U test (for *n* = 4) using GraphPad Prism 8.3.1 and *p*-values below 0.05 were considered significantly different.

## 3. Results

### 3.1. HRP-2 Interacts with MLL in the Absence of Menin

HRP-2 and LEDGF/p75 are the only two human proteins that contain both the PWWP and the IBD domains (Figure 1A) [15,33]. As both HRP-2 and LEDGF/p75 can fulfil a similar role in HIV infection [33,37] and LEDGF/p75 is important for *MLL-*r [9,12], we investigated the involvement of HRP-2 in hematopoiesis and MLL-mediated transformation. Menin serves as an adaptor to link MLL with LEDGF/p75 and thus is essential for the formation of the triple transcription-regulatory complex [9]. Here, we investigated the potential interaction of HRP-2 with the MLL-menin complex by in vitro co-immunoprecipitation (IP) in HEK293T cells transfected with flag-tagged MLL-ELL and/or menin-HA expression constructs (Figure 1B–E). The binding of endogenous HRP-2 and LEDGF/p75 was detected using anti-HRP-2 or anti-LEDGF antibodies. Despite the poor detection of flag-MLL-ELL in the precipitate in the absence of ectopic menin expression, it is clear that upon the overexpression of menin and MLL, both HRP-2 and LEDGF/p75 were precipitated. To further clarify whether the binding of HRP-2 to MLL-ELL is dependent on menin, as is the case for LEDGF/p75, we treated cellular lysates with 100 µM of MI-2 [57], a previously described MLL-menin interaction inhibitor. In line with previous reports, MI-2 treatment resulted in a partial loss of menin binding upon MLL precipitation (Figure 1C) [57]. HRP-2 still co-precipitated with MLL upon MI-2 treatment. Similar results were obtained using 50 µM of the more potent MI-538 inhibitor (Figure 1D) [58]. Since both menin inhibitors did not fully abrogate the MLL-menin interaction, we introduced three point mutations (F9A, P10A and P13A) into a flag-MLL-ELL_1–330_ (MLL Mut), known to completely abolish binding to menin [59]. Whereas the MLL mutations did not interfere with the precipitation of HRP-2 (Figure 1E), the MLL mutant failed to co-IP LEDGF/p75 despite the presence of overexpressed menin, suggesting HRP-2 is less dependent on menin for binding to MLL. Interestingly, whereas ectopic overexpression of menin resulted in increased co-precipitation of LEDGF/p75, binding to HRP-2 was reduced, supporting a competition between HRP-2 and LEDGF/p75 for binding to MLL under control of menin (Figure 1B,E). 

### 3.2. HRP-2 and LEDGF/p75 Interact with MLL through a Conserved Interface with Similar Affinities 

To obtain a detailed insight into the mechanism of the MLL and HRP-2 association, we determined the solution structure of the HRP-2-IBD domain (amino acids 469–549, Figure 2A). The solution structure of the HRP-2-IBD revealed a compact right-handed bundle composed of five α-helices, comparable to other members of the TFIIS N-terminal domain family and demonstrated a high degree of structural conservation between LEDGF/p75 and HRP-2 IBDs (Figure 2C). 

To validate and characterize the direct interaction between HRP-2-IBD and MLL, we followed the changes in positions of backbone NMR signals of ^15^N-labeled HRP-2-IBD either in absence or presence of different concentrations of a synthetic MLL-derived peptide (amino acids 123-160). MLL_123–160_ induced significant chemical shift perturbations of the IBD backbone signals (Figure 2B and Figure S1). Moreover, this experiment revealed that MLL recognizes HRP-2-IBD through the same interface and binds with similar affinity as LEDGF/p75 (Figure 2D–H). In particular, the chemical shift perturbations in the IBD backbone induced by binding of MLL_123–160_ were found in two regions (amino acids 479–492 and 520–535) (Figure 2D). As for the LEDGF/p75 IBD-MLL_123–160_ interaction [46], these regions form two interhelical loops connecting IBD α helices α1–α2 and α4–α5, respectively (Figure 2E,F). Additionally, the analysis of the chemical shift perturbations in the HRP-2 IBD backbone induced by binding of JPO2 (amino acids 1–130) and POGZ (amino acids 1117–1410) revealed a pattern remarkably similar to that induced upon addition of MLL confirming that these protein fragments bind to HRP-2 in the same conserved structural mode as LEDGF/p75 IBD (Figure S2). Importantly, the dissociation constants for the MLL_123–160_ interaction with HRP-2-IBD (54.4 ± 2.2 µM, Figure 2G) obtained from NMR titration experiments are comparable with those of LEDGF/p75 (64.0 ± 6.5 µM) obtained in our earlier studies [30]. In addition, HRP-2 and LEDGF/p75 affinities to MLL were compared in an AlphaScreen assay with MBP-fused recombinant C-terminal fragments of LEDGF/p75 (LEDGF_325–530_) and HRP-2 (HRP-2_470–552_), purified from E. *coli* and used to outcompete the interaction between recombinant flag-tagged LEDGF/p75 and GST-tagged N-terminal fragment of MLL (MLL_1–160_–GST). Unlike MBP alone, both IBD domains of HRP-2 and LEDGF/p75 efficiently outcompeted the interaction between MLL_1–160_–GST and full-length flag-LEDGF/p75 (Figure 2H). Altogether, our data revealed that the overall binding mechanism used by HRP-2 and LEDGF/p75 IBDs is highly conserved.

### 3.3. Systemic HRP-2 Depletion in Mice Leads to Increased Postnatal Mortality and Decreased In Vitro Colony Formation of Hematopoietic Stem Cells

To better understand the importance of the MLL-HRP-2 interaction, we investigated a systemic knockout mouse model (from the Toronto Centre Phenogenomic, Toronto, ON, Canada) to address the role of HRP-2 in postnatal hematopoiesis. The depletion of HRP-2 mRNA and protein levels in these knockout (*HRP-2*^−/−^) mice were confirmed by quantitative PCR (qPCR) and Western blot in bone marrow cells (Figure S3A). With percentages of 61% and 29.5%, observation of inbred crossings revealed increased numbers of heterozygous (*HRP-2^+/−^*) and wild type (*HRP-2*^+/+^) mice, respectively, at age of 6 to 8 weeks in regard to the expected Mendelian inheritance pattern (Table 1). Moreover, *HRP-2^−/−^* mice were present at a lower percentage (9.5%) than expected. At one day after birth, the ratio of *HRP-2^−/−^* mice corresponded more closely to the expected Mendelian ratio by representing 20% of newborn pups.

In contrast to an earlier report by Wang et al. [61], we observed that *HRP-2^−/−^* pups presented with increased mortality before 6–8 weeks of age, suggesting that HRP-2 is important for postnatal survival early after birth. Read-through of the gene trap could explain discrepancies between both models, since Wang et al. showed a 5–20% residual *HRP-2* expression in their model, while *HRP-2* mRNA levels in hematopoietic stem cells (HSC) of our few surviving mice were undetectable by qPCR (Figure S3A).

To compare steady-state hematopoiesis between weaned wild type and knockout mice, blood counts were analyzed for the different genotypes. No significant differences were observed in total white and red blood cell count (Figure 3A top), whereas the differential blood count revealed a significant increase in neutrophils in the *HRP-2*^−/−^ mice compared to the wild type (*p* = 0.042, Figure 3A bottom). Other cell types did not differ between genotypes (Figure S3B). To explore the functionality of the cells, we sought to compare the colony-forming capacity of *HRP-2* wild type, heterozygous and knockout cells using myeloid CFU assays. Lineage depleted (lin^-^) cells were harvested from *HRP-2^+/+^*, *HRP-2^+/−^* and *HRP-2^−/−^* mice and serially plated. After two rounds of plating, the number of colonies derived from *HRP-2^−/−^ and HRP-2^+/−^* bone marrow cells were respectively 80% and 33% lower compared to the wild-type control (Figure 3B).

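RNA was taken from the lin- bone marrow cells, the cells left after cells carrying markers of mature lineages are removed, of 3 *HRP-2* wild type and 4 *HRP-2* knockout mice aged 6 to 8 weeks. Libraries were made from 500 ng of RNA with a kit that primes on the poly(A) tail and yields 1 fragment per transcript near its 3′ end, and were read as 75 bp single reads. The authors aligned the reads to GRCm38 and deposited the number of reads on each of 25033 gene symbols per mouse, without normalization. The wild type libraries held between 3525665 and 4490287 reads on genes, with a median of 3902546. The knockout libraries held between 4355974 and 5605158, with a median of 4689008.5. Between 27.0% and 31.6% of the reads in a library fell on no annotated gene. The ribosomal RNA precursor *Rn45s* was the top gene in every library and took from 4.94% to 20.6% of the reads on genes. At these depths 3 reads, taken here as the floor, correspond to between 0.535 and 0.851 CPM, the unit edgeR gives for reads scaled to the size of the library, here before the TMM factors are applied. This floor covers counting error only. Counts were scaled with edgeR's TMM factors, genes with low counts were removed with filterByExpr, and the 11265 remaining genes were compared between genotypes with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. No replicate block was used. The estimated biological coefficient of variation was 21.3%. The knocked-out gene itself, listed as *Hdgfl2* in the files, lies on chromosome 17 of GRCm38 from 56079634 to 56100607 and encodes HRP-2. Its reads numbered 228, 156 and 168 in wild type replicates 1 to 3. In knockout replicates 1 to 4 its reads numbered 13, 3, 8 and 2. In CPM, *Hdgfl2* stood at 46.0 ± 3.40 (SD, n = 3) in wild type cells and 1.283 ± 0.936 (SD, n = 4) in knockout cells. The log2 fold change was −5.09 (standard error 0.34, adjusted p = 1.38e-07 from edgeR's quasi-likelihood test). All 4 knockout mice lay below all 3 wild type mice (two-sided exact permutation test of log2(CPM + 1), p = 0.0286, the smallest that the 35 splits of 7 mice allow).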

To gain more detailed knowledge of the *HRP-2* knockouts, we performed a gene expression profile analysis, comparing RNA of lin^−^ bone marrow cells of *HRP-2*^+/+^ and *HRP-2*^−/−^ mice. 

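Among the genes tested, 2 had an adjusted p-value under 0.25, and both were also under 0.05. *Hdgfl2* was the gene that was lower in the *HRP-2* knockout cells. *Tspoap1*, on chromosome 11 of GRCm38 from 87760541 to 87785928, was the gene that was higher. Its level was 100.4 ± 18.4 CPM (SD, n = 3) in wild type and 227.2 ± 36.7 CPM (SD, n = 4) in knockout cells. That gave a log2 fold change of 1.17 (standard error 0.16, adjusted p = 0.00491 from edgeR's quasi-likelihood test), with all 4 knockout mice above all 3 wild type mice. The genes next in order were not past 0.25. *C1qc* fell from 34.3 ± 2.56 CPM (SD, n = 3) to 17.2 ± 1.12 CPM (SD, n = 4), lower in all 4 knockout mice (adjusted p = 0.322 from the same edgeR test). *Pgr* had a log2 fold change of −2.46 (standard error 0.52) and *Tnf* of 1.15 (standard error 0.24), each with an adjusted p of 0.364 from the same edgeR test. An unadjusted p-value under 0.05 was found for 409 genes, of which 176 were higher and 233 lower, while 563 would be expected by chance. The CPM values of the genotypes did not overlap for 581 genes, 5.16% of those tested, where chance gives 5.71%. The setting that moved the count most was the omission of the filter on low counts, which gave 41 genes at an adjusted p-value under 0.25, 20 higher and 21 lower. DESeq2, the tool named in the paper's methods, gave 21 genes, 9 higher and 12 lower. Same-numbered mice did not deviate together from their genotype's mean: the mean correlation of their deviations was −0.12. For differently numbered mice it was 0.039. That value nearly follows from the −0.12, since deviations from a genotype's mean cancel, so it is not a separate comparison. With the replicate number as a block, 1 gene was past 0.25, *Hdgfl2*, and *Tspoap1* had an adjusted p of 0.416 from edgeR's quasi-likelihood test.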

We found a total of 52 differentially expressed genes (FDR 0.25, Figure S3C), of which 23 were upregulated and 29 were downregulated in *HRP-2*^−/−^ cells. 

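A list of 114 genes of myeloid differentiation was used in place of a published gene set, and 107 of its genes were tested. It was written by hand before the deposited counts were examined, but after the genes of Figure S3C had been read. Of the tested genes 4 are in Figure S3C, which comes from the same mice, so the list is not fully independent of these data. Genes were ranked by log2 fold change and scored with fgsea, which gives a normalized enrichment score (NES). The NES was 2.81 (adjusted p = 3.56e-18 by fgsea's permutation of genes, over 5 lists). Of the 107 genes, 92 were higher and 15 lower in *HRP-2* knockout cells, with a mean log2 fold change of 0.29. The genes of the list moved together between mice, with an estimated correlation of 0.169 between genes. With that correlation taken into account by limma's camera test, the adjusted p was 0.0894. The genes with the smallest p-values were *Wfdc21*, *S100a4*, *Cebpd*, *S100a6* and *Mcemp1*. *S100a4* rose from 274.2 ± 28.4 CPM (SD, n = 3) to 436.4 ± 112.2 CPM (SD, n = 4), a log2 fold change of 0.67 (standard error 0.17, adjusted p = 0.800 from edgeR's quasi-likelihood test). No gene of the list had an adjusted p-value under 0.25 over all genes, and 12 did when only the list was adjusted. The mean z-score of the list was −0.39 ± 0.097 (SD, n = 3) in wild type and 0.292 ± 0.494 (SD, n = 4) in knockout mice (two-sided exact permutation test, p = 0.0571). A separate list of 14 early granule genes had an NES of 1.08 (adjusted p = 0.364 by fgsea's permutation of genes). With the replicate number as a block the NES of the myeloid list was 2.90, and limma's camera test gave an adjusted p of 0.0698. Without the genes of Figure S3C its NES was 2.74, and limma's camera test gave an adjusted p of 0.112.

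**Figure D1:**
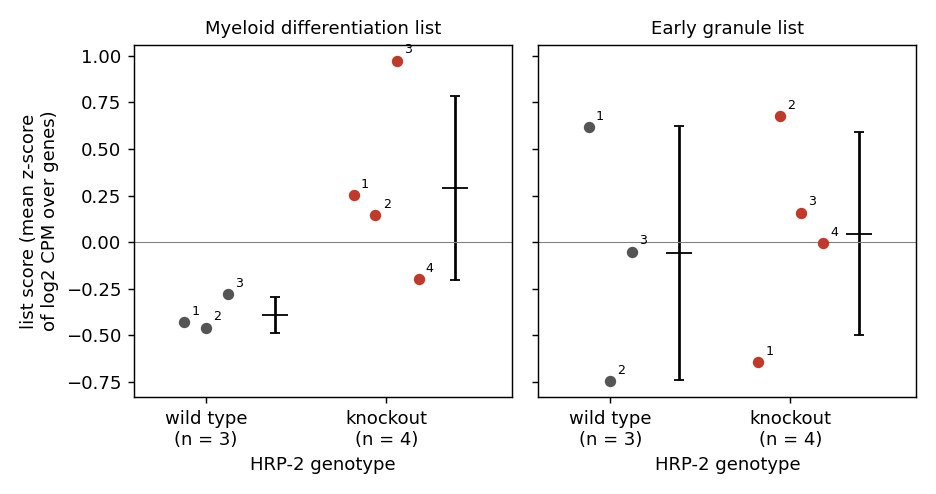
Score of the myeloid differentiation list and of the early granule list for each mouse, as the mean z-score of log2 CPM over the list's genes. Points are mice, labelled by replicate number, and the bars beside them are the mean and SD of each genotype; all 4 knockout mice lie above the wild type mice for the first list, and knockout replicate 3 lies highest at 0.974.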

Gene set enrichment analysis (GSEA) uncovered that *HRP-2*^−/−^ cells display a trend towards a gene signature of myeloid differentiation (*p* < 2.2 × 10^−16^, Figure 3C). Moreover, the downregulation of interferon alpha and gamma pathways was observed in multiple gene sets (*p* < 2.2 × 10^−16^, Figure 3C).

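The gene lists used for the interferon pathways were written by hand from memory of the Hallmark sets, not copied from the database. Of the interferon alpha list 89 genes were tested, and the NES was −1.99 (adjusted p = 1.56e-05 by fgsea's permutation of genes). Of these genes 64 were lower and 25 higher in *HRP-2* knockout cells, with a mean log2 fold change of −0.20. Of the interferon gamma list 180 genes were tested, with an NES of −1.69 (adjusted p = 0.000379 by the same permutation), 117 lower and 63 higher, and a mean log2 fold change of −0.15. When limma's camera test allowed for the correlation between genes, the adjusted p was 0.0926 for the interferon alpha list and 0.136 for the interferon gamma list. *Helz2* had the smallest p-value of both lists and fell from 39.1 ± 0.136 CPM (SD, n = 3) to 20.3 ± 5.43 CPM (SD, n = 4). Its log2 fold change was −0.94 (standard error 0.22, adjusted p = 0.544 from edgeR's quasi-likelihood test). *Ifi27*, *Ifi44* and *Rtp4* followed in both lists, *Parp9* in the interferon alpha list and *Nfkb1* in the interferon gamma list. No gene of either list had an adjusted p-value under 0.25 over all genes. When each list was adjusted alone, 8 genes of the interferon alpha list and 2 of the interferon gamma list did. The mean z-score of the interferon alpha list was 0.262 ± 0.349 (SD, n = 3) in wild type and −0.197 ± 0.246 (SD, n = 4) in knockout mice (two-sided exact permutation test, p = 0.114). For the interferon gamma list it was 0.162 ± 0.241 (SD, n = 3) and −0.122 ± 0.222 (SD, n = 4) (two-sided exact permutation test, p = 0.171). The interferon sets of Reactome gave an NES of −1.67 for alpha and beta and −1.91 for gamma. Without the filter on low counts, the NES was −1.13 for the interferon alpha list and −0.84 for the interferon gamma list, and the adjusted p was 0.315 and 0.965 by fgsea's permutation of genes. With the replicate number as a block, the NES was −1.83 and −1.69, and limma's camera test gave an adjusted p of 0.0698 for each.

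**Figure D2:**
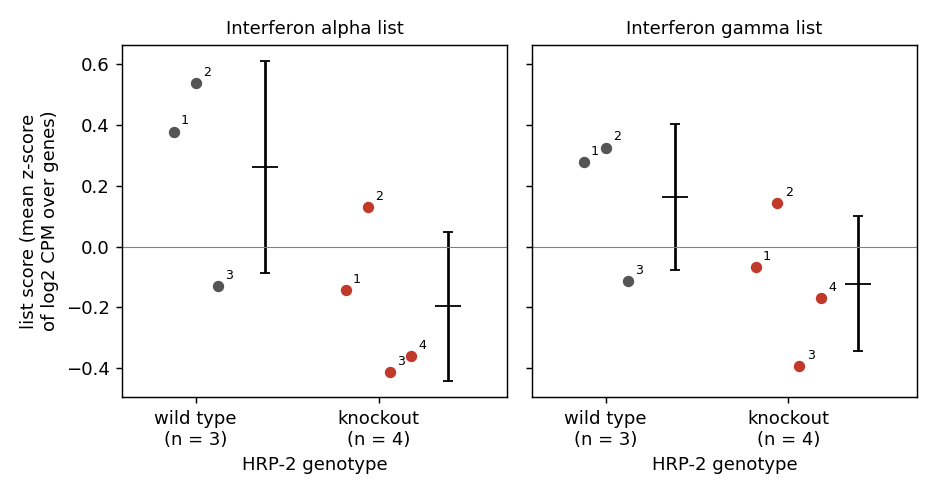
Score of the interferon alpha and interferon gamma lists for each mouse, as the mean z-score of log2 CPM over the list's genes. Points are mice, labelled by replicate number, and the bars beside them are the mean and SD of each genotype; wild type replicate 3 lies at −0.13 for the interferon alpha list and knockout replicate 2 at 0.129, so the genotypes overlap.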

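A list of 53 genes expressed in hematopoietic stem and progenitor cells, also written by hand, was lower in the *HRP-2* knockout cells, with 46 genes tested and an NES of −1.75 (adjusted p = 0.00187 by fgsea's permutation of genes). Of these 34 were lower and 12 higher, and the mean log2 fold change was −0.24 (adjusted p = 0.0399 from limma's camera test). All 4 knockout mice had a lower mean z-score than all 3 wild type mice, −0.195 ± 0.179 (SD, n = 4) against 0.26 ± 0.155 (SD, n = 3) (two-sided exact permutation test, p = 0.0286). The genes with the smallest p-values were *Ifitm1*, *Hoxa5*, *Angpt1*, *Lmo2* and *Kit*. *Ifitm1* fell by 0.53 on the log2 scale (standard error 0.19, adjusted p = 0.999 from edgeR's quasi-likelihood test), and no gene of the list had an adjusted p-value under 0.25 over all genes or over the list. With the replicate number as a block the NES was −1.89, and limma's camera test gave an adjusted p of 0.0851. Without wild type replicate 1 the NES was −1.11 (adjusted p = 0.290 by fgsea's permutation of genes). *Psip1*, which encodes the paralog LEDGF/p75, was not called as different. It stood at 90.6 ± 7.81 CPM (SD, n = 3) in wild type and 94.3 ± 12.1 CPM (SD, n = 4) in knockout cells. Its log2 fold change was 0.059 (standard error 0.15). Reads were counted per gene symbol, so the p75 splice variant was not measured apart from other transcripts of the gene. The log2 fold changes of *Men1*, *Kmt2a* (MLL) and *Hoxa9* lay between −0.065 and 0.031.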

Taken together, these results suggest that HRP-2 depletion reduces the colony formation capacity and induces myeloid differentiation, suggesting that HRP-2 is involved in maintaining the stem-like state of bone marrow cells.

### 3.4. HRP-2 Depletion Impairs the Clonogenic Growth of Both Human and Mouse Leukemic Cell Lines Independently of MLL Fusions

Next, we investigated the role of HRP-2 in leukemic transformation induced by oncogenic MLL fusions in human leukemic cell lines harboring the MLL-fusions MLL-AF9 (THP1) or MLL-AF4 (SEM), as well as the MLL wild-type leukemic cell lines Kasumi1, K562, and Nalm6. All cell lines were transduced with a lentiviral vector to deplete HRP-2 or with a control vector and plated in methylcellulose. Reduced HRP-2 mRNA and protein levels were verified by qPCR and western blot (Figure S4A–C). Of note, LEDGF/p75 mRNA and protein levels remained unaffected upon HRP-2 depletion (Figure S4A). After 12 days, a decrease in the number of colonies of THP1 (32.8% ± 2.1%) and SEM (51.5% ± 7.0%) cells was observed (Figure 4A, left). Interestingly, the number of colonies in MLL germline cell lines also decreased upon HRP-2 knockdown (Figure 4A, right) with 44.4% ± 27.4% (K562), 38.3% ± 14.2% (Kasumi1) and 19.3% ± 8.8% (Nalm6). Experiments with higher vector titers resulted in an even more pronounced drop in the number of colonies (Figure 4 inserted table), suggesting a concentration-dependent effect. In liquid culture, an impaired cellular growth was observed for SEM and Kasumi1 cells but not for THP1, K562 and Nalm6 cells, excluding that impaired cell growth by HRP-2 depletion is affected in an *MLL*-r-dependent way (Figure S5). Also, for cultured murine lin^-^ bone marrow cells expressing an MLL-AF9 fusion or a control fusion E2A-HLF, respectively 70% and 56% less colonies were observed after a lentiviral-induced *HRP-2* knockdown (Figure 4B). Taken together, these observations suggest that loss of HRP-2 generally impairs growth of human and murine leukemic cells even in the absence of MLL fusions. To further emphasize that the phenotype observed was independent of MLL, HoxA9 levels were quantified by qPCR (Figure S4D). HoxA9 levels were not significantly affected by HRP-2 depletion.

### 3.5. HRP-2 Overexpression Rescues MLL-r Clonogenic Growth in LEDGF/p75-Depleted Cells

Since HRP-2 depletion affects the clonogenic growth of all leukemic cell lines tested, we investigated whether HRP-2 overexpression could rescue the colony-forming capacity of an MLL-AF9 leukemic cell line (THP1) after LEDGF/p75 depletion. First, we stably expressed miRNA-resistant LEDGF/p75, HRP-2 or a mock control. Subsequently, cell lines were transduced with a miRNA-based lentiviral vector to specifically knockdown *Psip1* or eGFP (Figure 4C). Expression levels of *Psip1* and *HRP-2* in the generated cell lines were verified by qPCR and western blot (Figure S6A,B). In line with previous reports, LEDGF/p75 depletion caused a ~65% decrease in the number of colonies formed compared to the control [9,12,45] (Figure 4C) and this defect was rescued by LEDGF/p75 back-complementation (BC). Of interest, overexpression of HRP-2 fully restored the CFU activity to wild-type levels, indicating that overexpression of HRP-2 can functionally compensate for the absence of LEDGF/p75 in MLL-transformed cells. This experiment was repeated in the MLL wild-type Nalm6 cell line (Figure S6C–E). In line with published data [12,45], the depletion of LEDGF/p75 did not affect the colony forming capacity of the Nalm6 cell line, as the LEDGF/p75-dependent drop in colonies is MLL-specific. Although both HRP-2 and LEDGF/p75 overexpression increased the colony formation of Nalm6 cells, the effect was not significant.

### 3.6. HRP-2 Is Dispensable for the Initiation of MLL-r Leukemia

Our data imply that HRP-2 and LEDGF/p75 own physiological different roles in cells. Therefore, we investigated the involvement of HRP-2 in the initiation of *MLL*-r leukemia. HSC harvested from *HRP-2^+/+^*, *HRP-2^+/−^* and *HRP-2^−/−^* mice were transduced with lentiviral vectors encoding one of the most common MLL-fusion proteins (MLL-ENL) or a control fusion inducing ALL (E2A-HLF) and their transformation potentials were compared in serial plating assays (Figure 5A). Remarkably, *HRP-2* wild type, heterozygous, and knockout cells were efficiently transformed by MLL-ENL and E2A-HLF as revealed by the increased number of colonies after three rounds in the CFU assay (Figure 5B). The drop of colonies in the second round in MLL-ENL is likely due to a low transduction efficiency and represents a selection step prior to transformation. Finally, we performed an in vivo BMT assay. MLL-ENL–expressing *HRP-2^+/+^*, *HRP-2^+/−^* and *HRP-2^−/−^* cells were transplanted into lethally irradiated recipient mice and monitored for leukemogenesis. Kaplan-Meier survival plots reveal that mice transplanted with MLL-transformed *HRP-2^+/−^* and *HRP-2^−/−^* cells died significantly faster than the transformed wild-type cells (*p* = 0.02 and *p* = 0.006, respectively) (Figure 5C), excluding the requirement of HRP-2 in leukemogenesis.

## 4. Discussion

Mixed lineage leukemia-rearranged (*MLL*-r) leukemia, a genetically distinct subset of leukemia characterized by *MLL*-rearrangements, is an aggressive form of leukemia without specific treatment options. Currently, many efforts are ongoing to specifically target the oncogenic multi-protein complex involved in *MLL*-r. DOT1L and BET inhibitors target the MLL fusion partners [62,63], whereas menin inhibitors are directly inhibiting MLL binding [64].

The PWWP domain of LEDGF/p75 recognizes H3K36me3 marks associated with active transcription, while the IBD domain binds cellular proteins such as MLL and oncogenic MLL-fusions [46]. MLL fusions are tethered to the chromatin via LEDGF/p75 (encoded by the *Psip1* gene) and interference with this tethering mechanism provides an additional potential target to treat *MLL*-r [12]. Since HRP-2, a paralog of LEDGF/p75 with high sequence similarity, also contains both structured domains and functionally compensates for LEDGF/p75 in the context of HIV [37], we investigated whether HRP-2 is involved in MLL fusion-induced leukemia.

To date, little is known about the function of HRP-2 in cell biology and oncogenesis. Co-immunoprecipitation experiments indicated PogZ, JPO2, and IWS as HRP-2 binding partners [27,31]. We confirmed binding of PogZ and JPO2 to HRP-2 by NMR (Figure S2). In addition, we show for the first time that MLL interacts with the IBD of HRP-2 (Figure 1 and Figure 2 and Figure S2). The role of menin in the MLL-complex has been described before [10] and menin inhibitors induce an MLL specific effect [65]. Whereas menin was required for the stabilization of the MLL-LEDGF/p75 interaction as shown before [9], co-IP experiments with selective MLL-menin interaction inhibitors (Figure 1C,D) and menin-deficient MLL mutants (Figure 1E) revealed that HRP-2 is less dependent on menin. Despite similar binding affinities as measured by NMR and AlphaScreen for the direct binding of HRP-2 or LEDGF/p75 to MLL (Figure 2G,H), co-IP experiments indicate that menin modulates the interaction between the IBD and MLL in favor of LEDGF/p75 (Figure 1). We hypothesize that either low (undetectable) menin levels are sufficient to support this interaction or addition of menin increases the binding affinity of LEDGF/p75 for MLL at the expense of HRP-2. Alternatively, it is possible that the HRP-2-MLL interaction is differentially regulated by PTMs or another cellular factor as compared to the LEDGF/p75-HRP-2 interaction.

We investigated the role of HRP-2 in hematopoiesis in a HRP-2 knockout mouse model. In contrast to Wang et al. [61], the offspring from a heterozygous HRP-2 (HRP-2^+/^) breeding couple deviated from the expected Mendelian inheritance pattern (Table 1), suggesting that HRP-2 is important for postnatal survival. Of note, high postnatal lethality was also observed in systemic Psip1 knockout mice with less than 1% reaching weaning age [66]. Unlike the phenotype observed in Psip1 knockout mice [66], we can only distinguish adult HRP-2 knockout mice from their littermates by small differences in the hematopoietic system compared to wild type and heterozygous littermates (Figure 3). Colony formation experiments (Figure 3B) and Gene Set Enrichment Analysis (Figure 3C) on lin^-^ HSC hinted towards a stem-like state supported by HRP-2. Recent studies indicated a crucial function of HRP-2 during mRNA transcription [39] and differentiation [67] of muscle cells, suggesting HRP-2^−/−^ muscles fail to support vital functions.

In addition, an analysis of cell survival (Figure 4 and Figure S7) indicates that HRP-2 depletion impairs cellular growth of different types of leukemia, independently of the presence of MLL fusions. Of interest, *HRP-2* knockdown was reported to reduce growth in hepatocellular carcinoma cells and induce cell death in U2OS cells [38], suggesting a more general pro-survival role of HRP-2. Of note, we observed that colony formation of the MLL-driven cell lines THP1 and SEM at high vector titer were less affected by HRP-2 depletion than the MLL wild-type cell lines K562, Kasumi1 and Nalm6 (Figure 4). We hypothesize that HRP-2 and LEDGF/p75 compete for MLL binding, implying that reduced HRP-2 levels facilitate binding between LEDGF/p75, MLL and menin supporting *MLL-*r-induced leukemogenesis.

In fact, while endogenous HRP-2 levels do not rescue colony formation in THP1 cells upon depletion of LEDGF/p75, overexpression of HRP-2 does (Figure 4C). This latter result supports the notion that HRP-2 can function as a tether between the MLL-fusion proteins and its target genes. However, as HRP-2 overexpression also promoted cell growth in hepatocellular carcinoma [31], we cannot exclude that HRP-2 rescues the cellular growth via a more general pathway. This rescue phenotype is reminiscent of that of HRP-2 in HIV infection (25).

Although HRP-2 seems to play an important but nonspecific role in leukemic cell survival, our results indicate that HRP-2 is not important for the initial transformation of hematopoietic stem cells by MLL fusions. MLL-ENL transduced lin^-^ BMC from *HRP-2* knockout, heterozygous or wild-type mice transformed irrespective of the genotype in a colony forming assay, indicating that *HRP-2* knockdown, nor knockout is impairing MLL-driven leukemogenesis in the presence of LEDGF/p75.

In an in vivo experiment in lethally irradiated mice, engrafted MLL-ENL transduced cells induced MLL leukemia with a survival time of 6 weeks post transplantation (Figure 5C), equal to previously published experiments [12]. Transplantation of MLL-ENL transduced HRP-2^−/−^ or HRP-2^+/−^ cells also resulted in leukemogenesis and the life span of these mice was even shorter. The shorter life span of mice in the absence of HRP-2 may be due to a loss of competition between HRP-2 and LEDGF/p75 for binding to MLL. By competing with LEDGF/p75, HRP-2 could act as a tumor suppressor. Alternatively, although HRP-2 might be dispensable for leukemogenesis, its role in hematopoiesis may affect the survival of mice.

## 5. Conclusions

In conclusion, our results demonstrate that although HRP-2 interacts with MLL, this interaction is not required for the development of mixed lineage leukemia. LEDGF/p75 is the main driver of *MLL-*r-driven leukemia and menin, a modulator of the relative affinities for MLL, may be responsible for this selectivity by increasing the affinity of MLL for LEDGF/p75. Still, HRP-2 may have a more general role in the survival of leukemic cells independently of MLL.

## Figures and Tables

**Figure 1:**
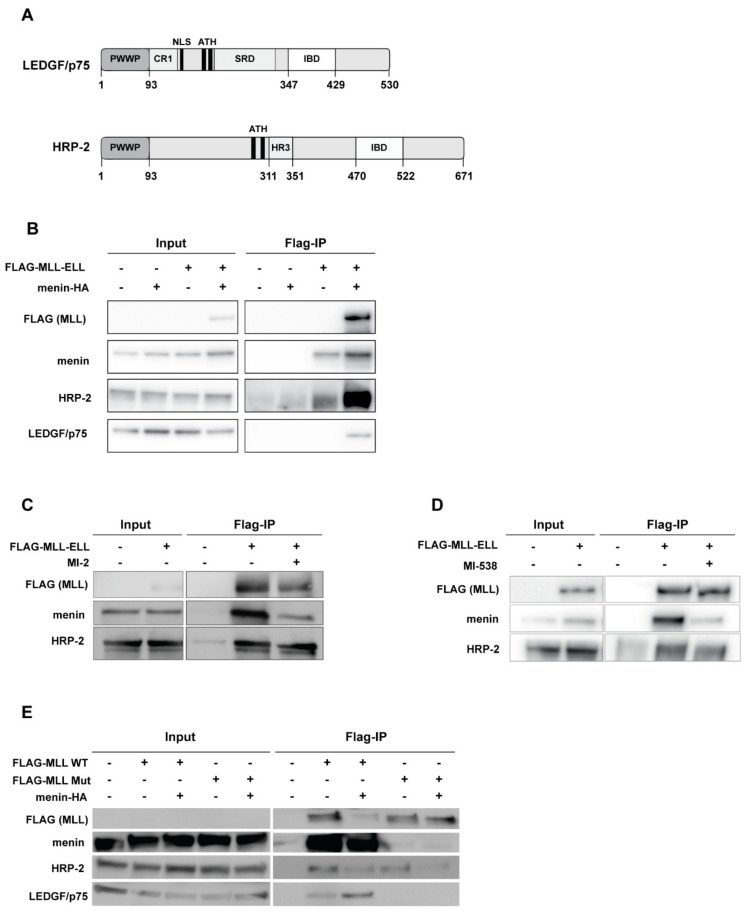
Menin is dispensable for the interaction of MLL and HRP-2. (**A**) Schematic representation of the domain structure of LEDGF/p75 and HRP-2. The N-terminus of LEDGF comprises the PWWP domain, the nuclear localization signal (NLS), AT hooks (ATH) and four charged regions (CR), of which CR2-4 contain a supercoiled DNA recognition domain (SRD). At the C-terminus, LEDGF/p75 harbors the integrase binding domain (IBD) [60]. HRP-2 harbors an N-terminal PWWP domain, two AT hooks, a patch of conserved amino acids known as homology region III (HR3) and a C-terminal IBD domain; (**B**) HEK293T cells were transfected with flag-tagged MLL-ELL and/or menin-HA expression constructs as indicated. Flag-MLL-ELL was immunoprecipitated using anti-flag beads and analyzed using antibodies against flag. Menin, endogenous HRP-2 and LEDGF/p75 were detected using specific antibodies; (**C**,**D**) HEK293T cells were transfected with flag-tagged MLL-ELL as indicated. MLL-ELL was immunoprecipitated using anti-flag beads in the presence of a previously described menin-MLL interaction inhibitor (**C**) MI-2 [57] or (**D**) more potent MI-538 [58], at concentrations of 100 and 50 µM respectively or DMSO control. Precipitated proteins were analyzed by western blot. Flag antibodies were used for the detection of MLL-ELL. Endogenous levels of menin, HRP-2 and LEDGF/p75 were detected using specific antibodies; (**E**) HEK293T cells were transfected with flag-tagged wild-type MLL-ELL_1–330_ (MLL WT) or a menin interaction-deficient construct ‘MLL Mut’ with point mutations F9A, P10A and P13A and/or menin-HA as indicated. Due to low expression levels, MLL_1-330_ is not detected in the input by flag antibody. Endogenous levels of menin, LEDGF/p75 and HRP-2 are detected using specific antibodies. Details about the western blot analysis can be found in supplementary information.

**Figure 2:**
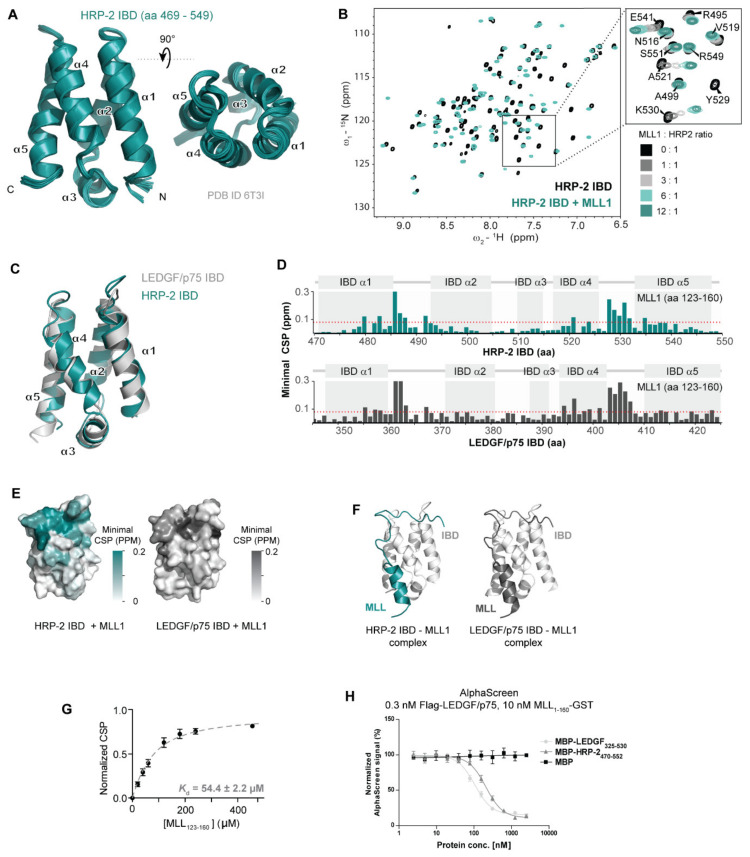
HRP-2 IBD and LEDGF/p75 IBD interact with MLL in a conserved manner. (**A**) Solution structure of HRP-2 IBD (PDB ID 6T3I); (**B**) HRP-2-IBD directly interacts with the identical consensus motif of MLL (amino acids 123-160) alike LEDGF/p75-IBD as determined by NMR spectroscopy. Comparison of the 15^N^/1^H^ HSQC spectra of the 20 µM HRP-2 IBD in the absence (black) and presence (green) of 120 µM MLL_123–160_. On the right, detail HRP-2 IBD titration with MLL_123–160_. HSQC spectra are colored based on MLL_123–160_ concentration as indicated in the figure. The spectra were obtained from the 15^N^-labeled recombinant IBD and the unlabeled synthetic MLL-derived peptide; (**C**) Superposition of HRP-2-IBD (green) and LEDGF/p75-IBD (light grey) solution structures; (**D**,**E**) Comparison of the HRP-2-IBD–MLL_123–160_ and LEDGF/p75-IBD –MLL_123–160_ interaction surfaces. Representation of the minimal chemical shift perturbation (CSP) in backbone amide signals of the IBDs upon addition of MLL_123–160_ peptide in panel D. Amino acid residues that are significantly perturbed upon addition of MLL_123–160_ to HRP-2-IBD or LEDGF/p75-IBD (as determined by NMR spectroscopy) are highlighted in green or gray on the surface of the IBD structures in panel E; (**F**) Comparison of homology model of MLL-HRP-2-IBD and solution structure of MLL-LEDGF/p75-IBD solution structure (PDB ID 6emq); (**G**) *K*_d_ fit from NMR titrations of HRP-2-IBD with MLL_123–160_. Dissociation constant was determined by following the chemical shift perturbations of the HRP-2-IBD backbone amide signals induced upon titration with MLL_123–160_. Error bars represent the error of the fit for most perturbed residues (*n* = 10); (**H**) Alpha Screen. Full length flag-tagged LEDGF/p75 (0.3 nM) was incubated with GST-tagged MLL_1–160_ (10 nM) in an out competition Alpha Screen assay. C-terminal fragments of LEDGF/p75 (LEDGF_325–530_) and HRP-2 (HRP-2_470–552_) were titrated to outcompete the interaction.

**Figure 3:**
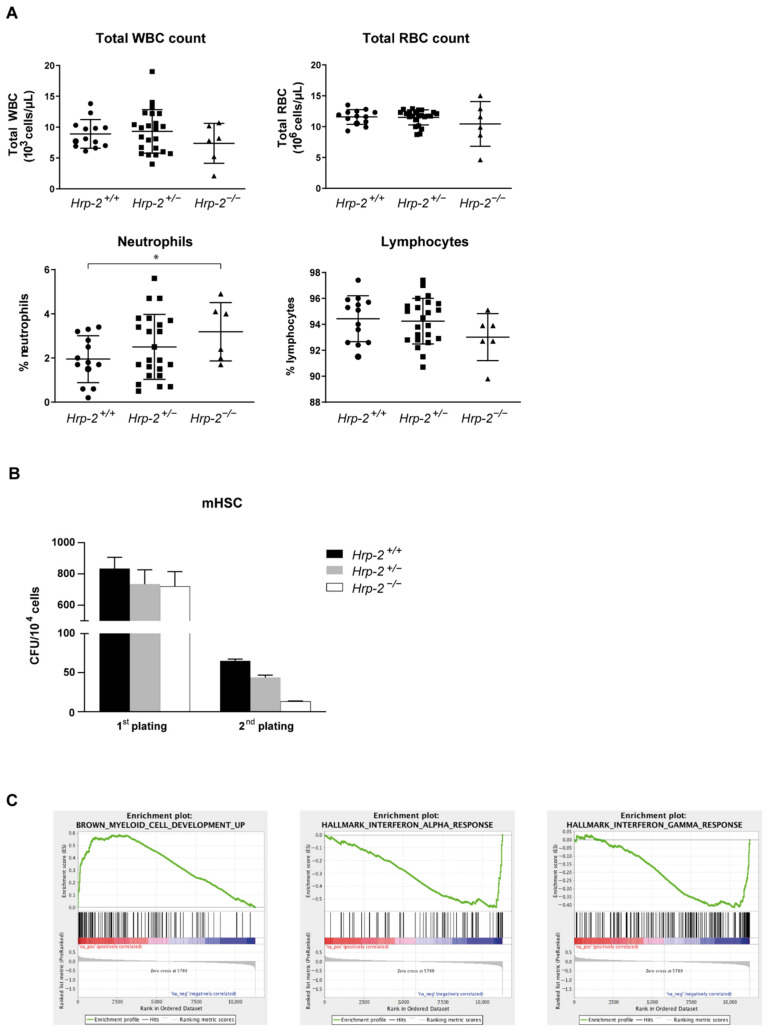
*HRP-2* knockout mice show subtle hematopoietic defects. (**A**) Peripheral blood counts in wild type (*HRP-2*^+/+^), heterozygous (*HRP-2*^+/−^) and knockout (*HRP-2*^−/−^) mice analyzed for total with blood cell (WBC) and total red blood cell (RBC) count (top). Level of neutrophils and lymphocytes (below) are presented as percentage of total differential white blood cell count. Average and standard deviation are indicated. Significance level was determined using two-sided student’s *t*-test (* *p* = 0.042); (**B**) Number of colonies for 10^4^ lineage depleted cells harvested from *HRP-2*^+/+^, *HRP-2*^+/−^, and *HRP-2*^−/−^ mice in two consecutive platings in a myeloid CFU assay. Error bars indicate standard deviations of duplicate measurements; (**C**) Gene set enrichment analysis (GSEA) showing a correlation between the RNA profile of *HRP-2^−/−^* lineage depleted (lin^-^) bone marrow cells compared to the gene signature of myeloid differentiation and down-regulation of interferon pathways alpha (middle) and gamma (right).

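An enrichment score is the largest departure from 0 of a running sum that rises at each gene of a list and falls at each other gene, as the genes are read from the most increased to the most decreased. The genes of the list that are read up to that point, or after it for a negative score, form the leading edge. For the myeloid differentiation list the score was 0.71, with 69 genes in the leading edge. It was −0.54 for the interferon alpha list and −0.41 for the interferon gamma list, with 32 and 43 genes in the leading edge. For the stem and progenitor list it was −0.54, with 23 genes in the leading edge. The interferon lists overlapped, with 69 of their tested genes shared. From the enrichment in panel C together with the colony counts in panel B, the paper proposes that HRP-2 takes part in keeping bone marrow cells stem-like.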

**Figure 4:**
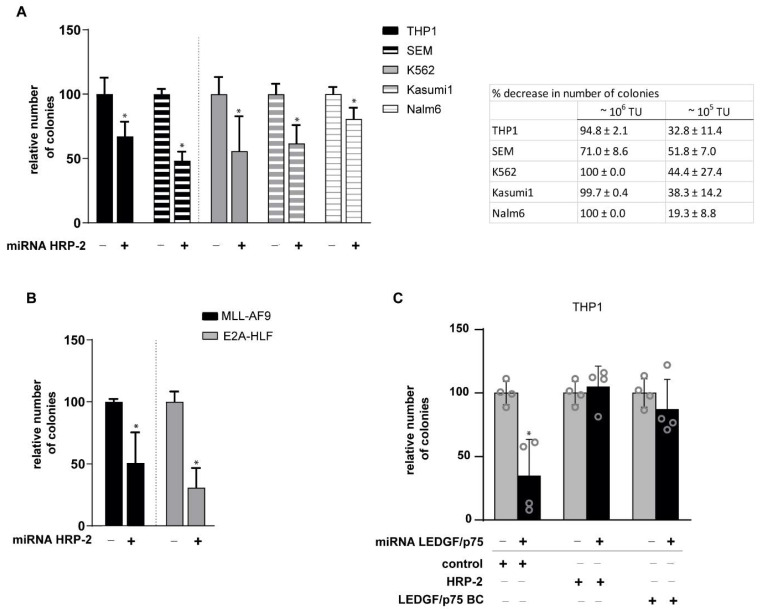
*HRP-2* knockdown impairs growth in leukemic cell lines, whereas *HRP-2* overexpression rescues the leukemic phenotype. (**A**) Human MLL-transformed cell lines THP1 (MLL-AF9) and SEM (MLL-AF4), as well as wild type MLL cells (Nalm6, Kasumi1, and K562), separated by the dotted line, were transduced with a lentiviral vector encoding a miRNA to knockdown *HRP-2* or a control vector (-). After 12 days in methylcellulose the number of colonies was scored. Counts were normalized to their associated control. Error bars indicate standard deviations of four replicates. Differences were determined using Mann-Whitney U test; * *p* < 0.05. Inserted table describes average percentage decrease in number of colonies for indicated vector titers. TU = titer units (p24 pg/mL) ± S.D.; (**B**) Colony forming assay (CFU) after *HRP-2* knockdown or control (-) of primary bone marrow cells harvested from leukemic mice transplanted with MLL-AF9 or E2A-HLF transduced cells. Counts were normalized to their associated control. Error bars indicate standard deviations of four replicates. Differences were determined using Mann-Whitney U test; * *p* < 0.05; (**C**) Relative number of colonies per 500 plated cells for the THP1 cell line overexpressing miRNA resistant LEDGF/p75, HRP-2 or empty vector (control) after transduction with a lentiviral vector expressing a LEDGF/p75-miRNA to knockdown LEDGF/p75 or a control (black -). Error bars indicate standard deviations of four measurements, individually indicated by a circle. Differences were determined using Mann-Whitney U test; * *p* < 0.05.

**Figure 5:**
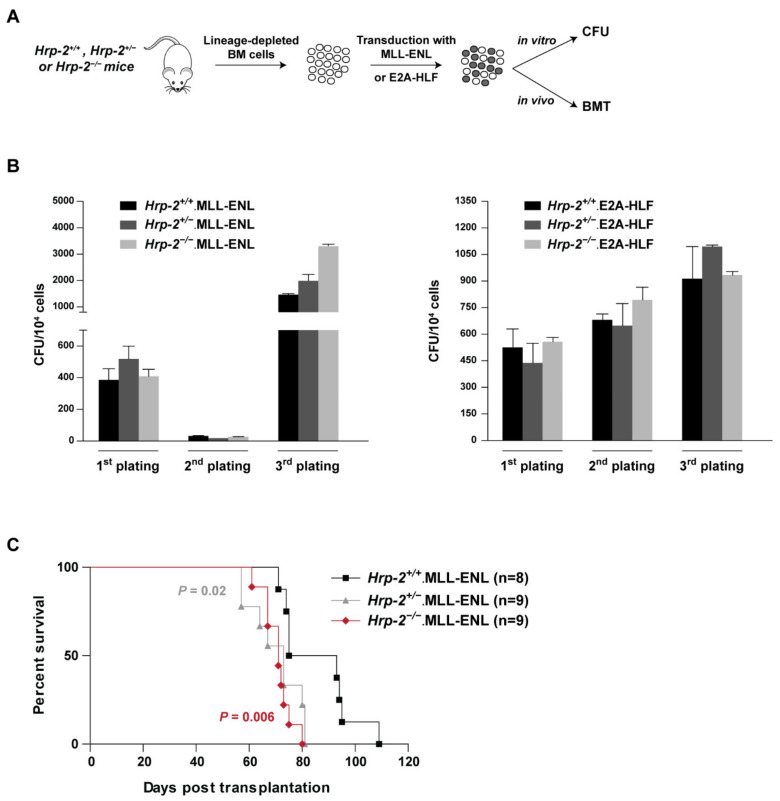
HRP-2 is not required for the initiation of leukemia in vivo. (**A**) Schematic representation of the experimental set up. BM = bone marrow; CFU = colony forming assay; BMT = bone marrow transplantation; (**B**) Colony-forming assay (CFU) for 10^4^ *HRP-2^+/+^*, *HRP-2^+/−^* and *HRP-2^−/−^* cells transduced with a retroviral vector encoding the MLL-ENL (**B**, left) or E2A-HLF (B, right) fusion. Error bars represent standard deviation of triplicate measurements; (**C**) Kaplan-Meier survival curve from bone marrow transplantation experiments of irradiated mice who received *HRP-2* wild type (^+/+^), heterozygous (^+/−^) or knockout (^−/−^) cells, transduced with mouse stem cell virus (MSCV) MLL-ENL expression vector. Number of transplanted animals (*n*) per group in indicated. Statistical differences were determined using GraphPad prism.

**Table 1:** Genotype of heterozygous (*HRP-2^+/−^*) crossed offspring after birth or weaning (6 to 8 weeks).

	Number (%) of Mice		
Age	*HRP-2^+/+^*	*HRP-2^+/−^*	*HRP-2^−/−^*
1 day	36 (23.2)	88 (56.7)	31 (20.0)
6–8 weeks	31 (29.5)	64 (61.0)	10 (9.5)
Expected values	25%	50%	25%

## Data Availability

The RNA sequencing dataset generated and analyzed during the current study is available in the NCBI’s Gene Expression Omnibus repository (GSE154202). Generated NMR structures are available on the PDB (ID: 6T3I) and BMRB (ID: 34442). Additional data generated in this study is available from the corresponding author Zeger Debyser ().

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/10/1/192/s1, Materials and methods, Figure S1: Assignment of the NMR 2D ^15^N/^1^H HSQC spectra of the ^15^N-labeled HRP-2 IBD, Figure S2: Amino acids perturbed by HRP-2 binding to JPO2 and PogZ are similar to the amino acids perturbed by MLL, Figure S3: validation of HRP-2 mouse model, Figure S4. Validation of HRP-2 knockdown in human and mouse cell lines, Figure S5: HRP-2 depletion variably affects growth of human cell lines, Figure S6: Validation of double transduced THP1 and Nalm6 cells used for CFU experiment, Figure S7: Original blots from co-immunoprecipitation experiments, Figure S8: Original blots to validate HRP-2 and LEDGF/p75 expression levels, Table S1: Statistics for the final water-refined sets of structures.

# Supplementary material for: Unlike its Paralog LEDGF/p75, HRP-2 Is Dispensable for MLL-R Leukemogenesis but Important for Leukemic Cell Survival
**Source:** Cells. 2021 Jan 19;10(1):192. doi: 10.3390/cells10010192
**Supplement:** Supplementary file 1

*Supplementary information*

# **Unlike its paralog LEDGF/p75, HRP-2 is dispensable for MLL-r leukemogenesis but important for leukemic cell survival**

**Siska Van Belle<sup>1,a</sup>, Sara El Ashkar<sup>1,a</sup>, Katerina Cermáková<sup>2</sup>, Filip Matthijssens<sup>3,4</sup>, Steven Goossens<sup>4,5</sup>, Alessandro Canella<sup>1</sup>, Courtney H. Hodges<sup>6</sup>, Frauke Christ<sup>1</sup>, Jan De Rijck<sup>1</sup>, Pieter Van Vlierberghe<sup>3,4</sup>, Václav Veverka<sup>2,7</sup> and Zeger Debyser<sup>1,\*</sup>**

<sup>a</sup> These authors contributed equally to the work.

## Materials and Methods

**Plasmids.** The Murine Stem Cell Virus (MSCV) retroviral expression vectors pMSCV-MLL-ENL-Neo and pMSCV-Neo were provided by Prof. Akihiko Yokoyama (Laboratory for Malignancy Control Research, Kyoto University, Japan). The pMSCV retroviral expression vector encoding MLL-AF9 fusion or eGFP (pMSCV IRES-eGFP-PGK-Puro) and the pMSCV-E2A-HLF-Neo were provided by Prof. Jürg Schwaller (Laboratory of childhood leukemia, Basel University, Switzerland). The lentiviral vector expressing mi30-based RNA targeting HRP-2 or eGFP control and retroviral vectors expressing Ldgf/p75 miRNA were described earlier [1,2]. Point mutations blocking the MLL-MENIN interaction (F9A, P10A and P13A) were introduced in the p3xFlag-MLL<sup>1-330</sup>-ELL construct by oligonucleotide annealing. For NMR experiments, the expression plasmid coding for LEDGF/p75<sup>345-426</sup>, was used as described earlier [3]. The expression plasmid for HRP-2<sup>469-549</sup> was created by amplification of the HRP-2 fragment from pMAL-HRP-2 [1] and inserted into a pMCSG7 plasmid modified to encode an N-terminal His6 affinity tag followed by the tobacco etch virus (TEV) protease recognition site [4] using NheI/BamHI restriction sites. Upon TEV cleavage, the encoded protein retains a cloning artefact of 5 amino acid residues (SNAAS) at the N-terminus and 2 amino acid residues (GS) at the C-terminus. The integrity of all plasmids was verified by DNA sequencing. All restriction enzymes were purchased from Thermo scientific (Belgium).

**Antibodies.** Proteins were detected on western blot using specific antibodies against LEDGF/p75 (A300-848A, Bethyl Laboratories), HRP-2 (15134-1-AP, Proteintech Europe), Menin (A300-105A, Bethyl Laboratories), HA (ab215069, Abcam), Flag (F7425, Sigma) or GAPDH (ab9485, Abcam)

**Isolation and culture of mouse progenitor cells.** Lineage depleted (lin-) progenitor cells were isolated using the EasySep Mouse Hematopoietic Progenitor Cell Isolation Kit (STEMCELL Technologies) on red blood cell lysed bone marrow cells harvested from femur and tibia from 6 to 8-week-old mice. Cells were cultured in RPMI-1640 (10% fetal calf serum, 50 µg/mL gentamicin), supplemented with murine interleukin-6 (10 ng/mL, PeproTech), murine interleukin-3 (6 ng/mL, PeproTech), and murine stem cell factor (100 ng/mL, PeproTech) or used for RNA extraction (Aurum<sup>TM</sup> Total RNA Mini Kit, Biorad).

**Cell lines.** The human cell lines THP1, SEM, K562, Kasumi-1 and murine cell line MLL-AF9 were a kind gift from Dr. Jürg Schwaller (Laboratory of childhood leukemia, Basel University, Switzerland). The human Nalm6 cell line was a kind gift from Prof. Noritaka Adachi (Yokohama City University, Yokohama, Japan). All generated cell lines tested negative for mycoplasma contamination

**Growth curve analysis.** To monitor the growth of all different cell lines, 50 000 cells/mL were plated six-fold in a 24-well plate. Every 24 hours, the number of cells per mL of 1 well was counted using trypan blue (Fisher Scientific) and TC20<sup>TM</sup> Automated Cell Counter from Biorad. Ln-transformed cell counts were analyzed using GraphPad Prism 8 to determine the doubling time.

## Supplementary figures

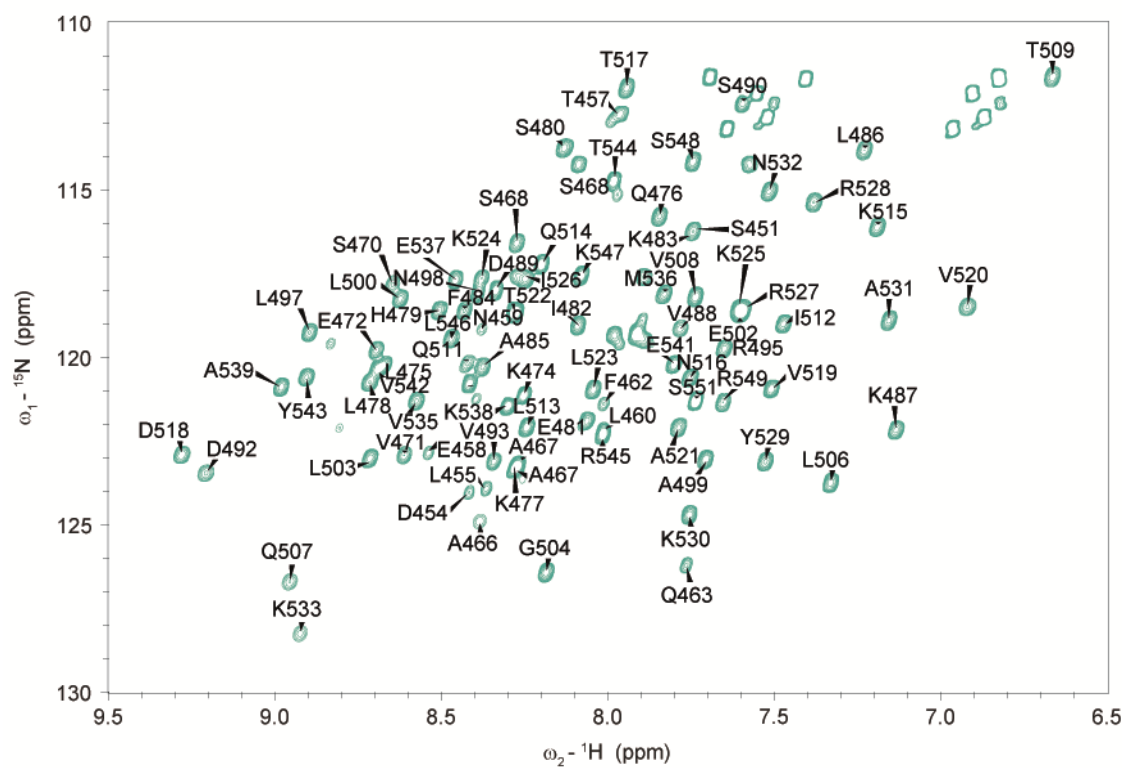

**Supplementary figure 1:** Assignment of the NMR 2D  $^{15}\text{N}/^1\text{H}$  HSQC spectra of the  $^{15}\text{N}$ -labeled HRP-2 IBD.

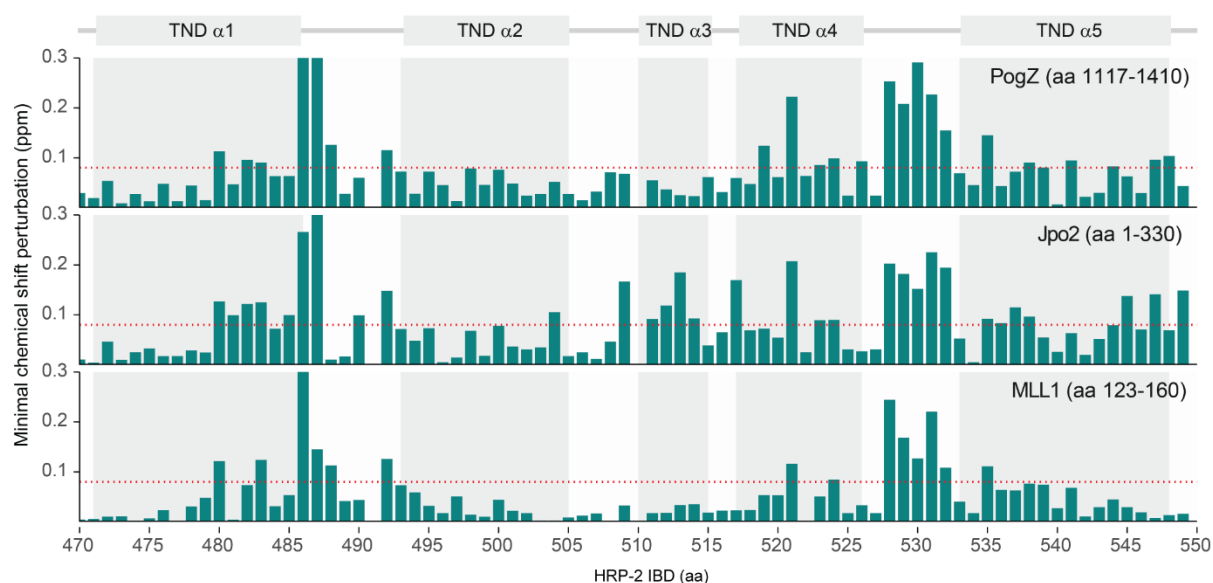

**Supplementary figure 2:** Amino acids perturbed by HRP-2 binding to JPO2 and PogZ are similar to the amino acids perturbed by MLL. HRP-2 IBD interacts with known LEDGF/p75 interacting partners that contain the conserved LEDGF/p75 IBD binding motif. Comparison of the minimal chemical shift perturbations (CSP) in HRP-2 IBD backbone amide signals in the presence of MLL, JPO2 and PogZ.

**A**

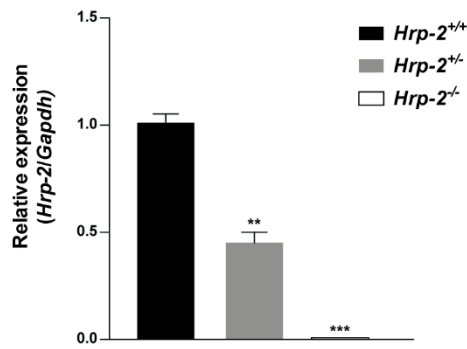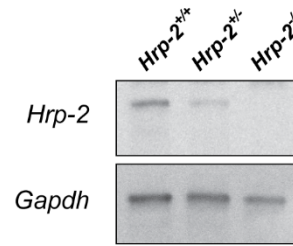

**B**

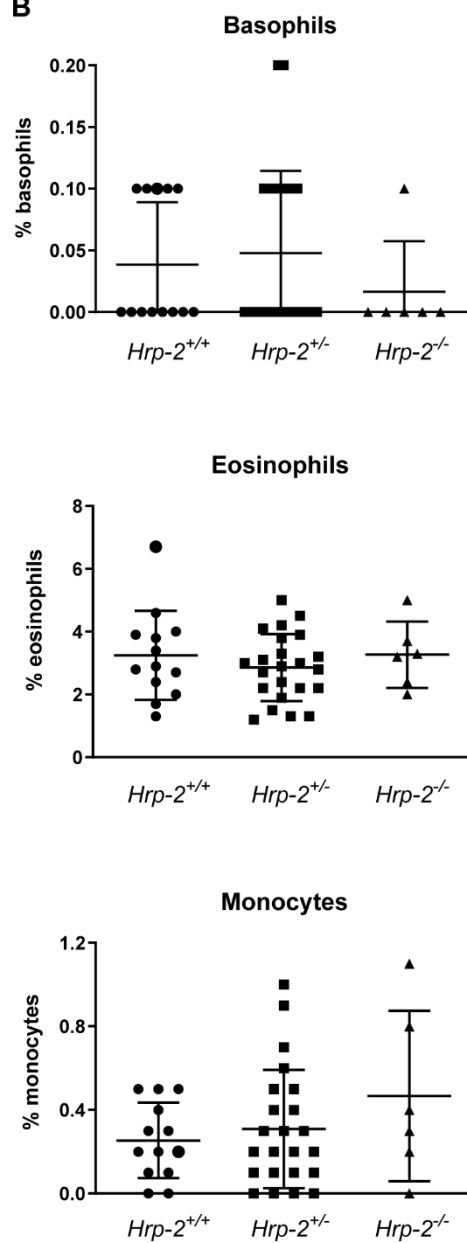

**C**

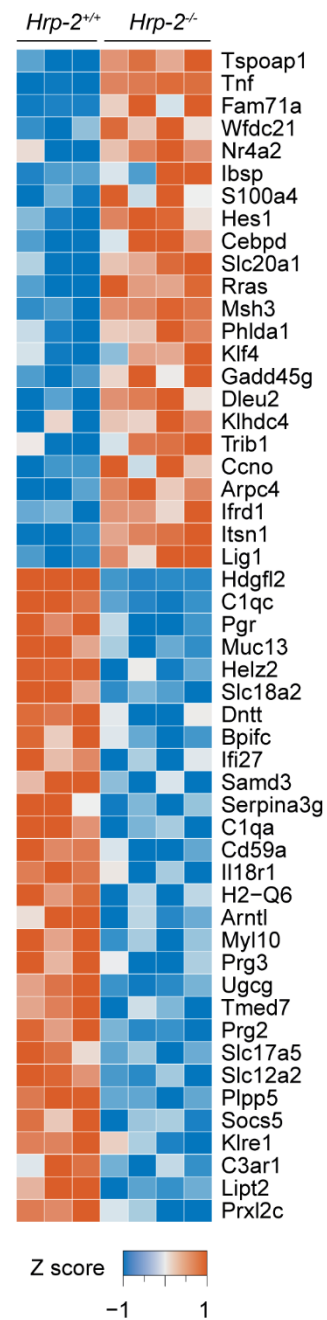

**Supplementary figure 3: validation of HRP-2 mouse model.** (A, left) qRT-PCR of lineage depleted bone marrow cells validating the complete HRP-2 depletion in *HRP-2* knockout (*HRP-2<sup>-/-</sup>*) mice, compared to wild type (*HRP-2<sup>+/+</sup>*) and heterozygous (*HRP-2<sup>+/-</sup>*) animals. Expression levels were normalized to *Gapdh*. Error bars indicate standard deviations of triplicate measurements. Differences were determined using Student's t-test; \*\*p<0.01, \*\*\*p< 0.001; (A, right) Western Blot of whole bone marrow cells to validate HRP-2 protein expression levels in *HRP-2* wild type (*HRP-2<sup>+/+</sup>*), heterozygous (*HRP-2<sup>+/-</sup>*) and knockout (*HRP-2<sup>-/-</sup>*) animals. GAPDH was used as loading control. Details about the western blot analysis can be found in supplementary figure 8; (B) Comparison of differential white blood cell groups between wild type (*HRP-2<sup>+/+</sup>*), heterozygous (*HRP-2<sup>+/-</sup>*) and knockout (*HRP-2<sup>-/-</sup>*) mice; (C) Heat map of differentially expressed genes detected by RNA-seq for *HRP-2<sup>-/-</sup>* lineage depleted bone marrow (*lin<sup>-</sup>*) cells compared to *HRP-2<sup>+/+</sup>* *lin<sup>-</sup>* cells. Color scale indicates the upregulated (red) and downregulation (blue) genes. Each row represents one animal.

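Each of the 52 genes in panel C is listed in the deposited files, 23 shown as higher and 29 as lower in the knockout animals. Of these, 51 passed the filter on low counts, and each of the 51 changed in the direction shown. *Fam71a*, the remaining gene, had no reads in any wild type mouse. Among the 22 genes tested that are shown as higher, the log2 fold change ran from 0.34 to 2.74, with a median of 0.72. Among the 29 genes shown as lower the median was −0.91 and the smallest decrease was −0.38. The CPM values of the genotypes did not overlap for 48 of the 51 genes. By unadjusted p-value 45 of the genes lay among the first 52 of all genes tested, and the last of them was at rank 108. Over all genes 2 of them had an adjusted p-value under 0.25 by edgeR's quasi-likelihood test. Adjusted over the list alone all 51 did, which shows no stability, since the list was drawn from the same animals. DESeq2 called 19 of them and edgeR's test without the filter on low counts called 32.

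**Figure D3:**
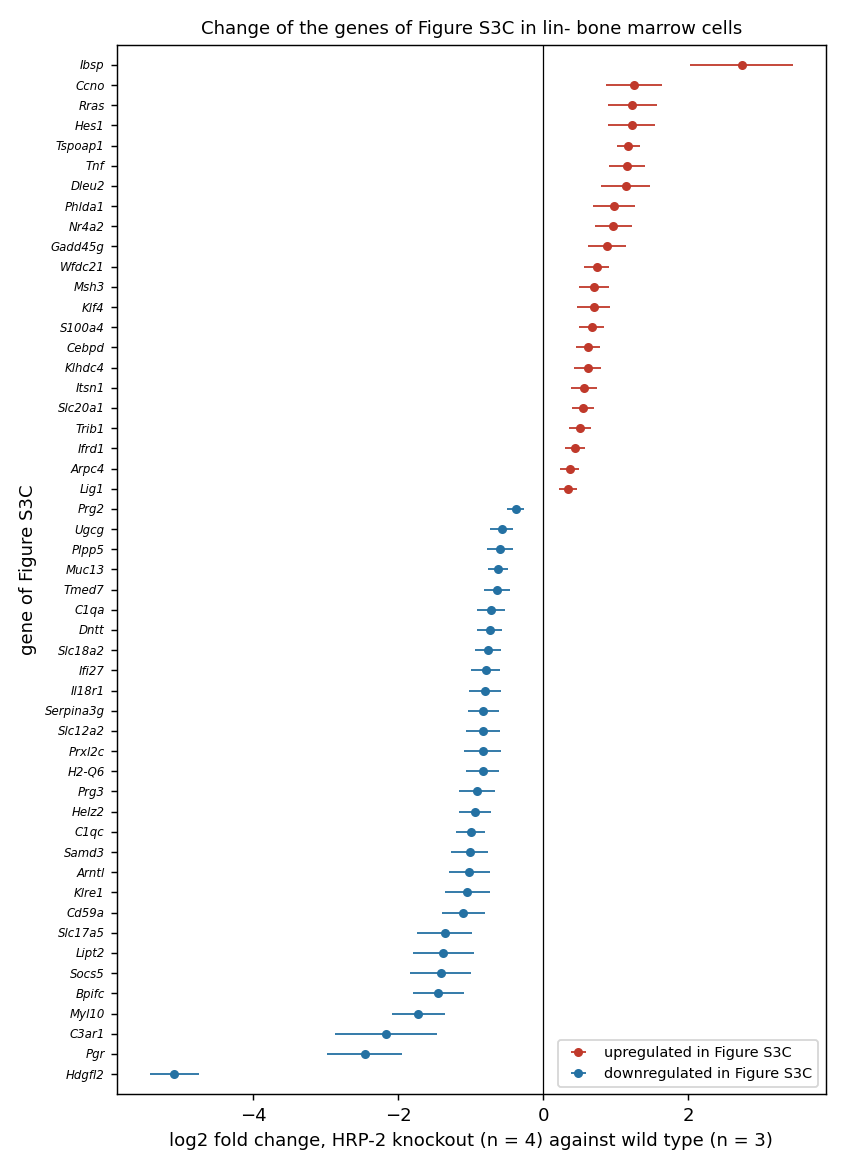
Log2 fold change of the 51 genes of panel C that were tested, in *HRP-2* knockout (n = 4) against wild type (n = 3) mice, ordered by size. Points are edgeR's estimates and bars are standard errors; red and blue mark the direction shown in panel C, and all points lie on that side of 0.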

**A**

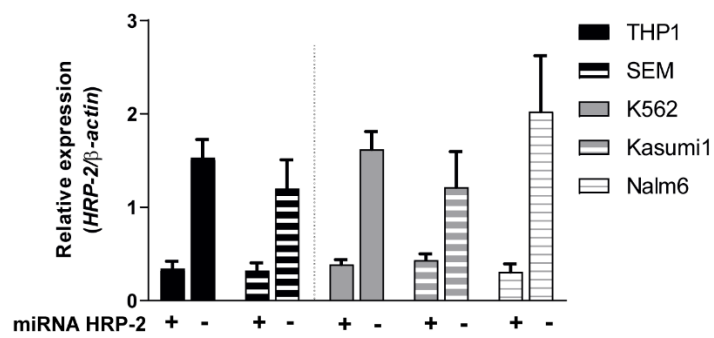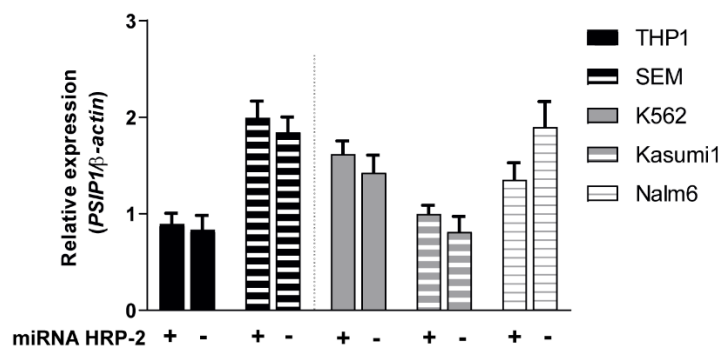

**B**

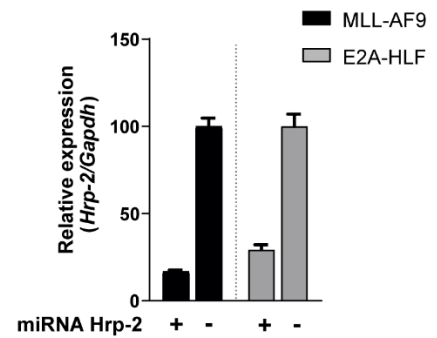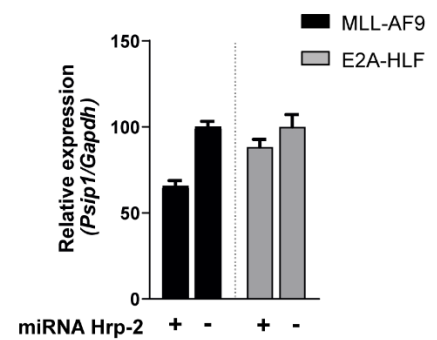

**C**

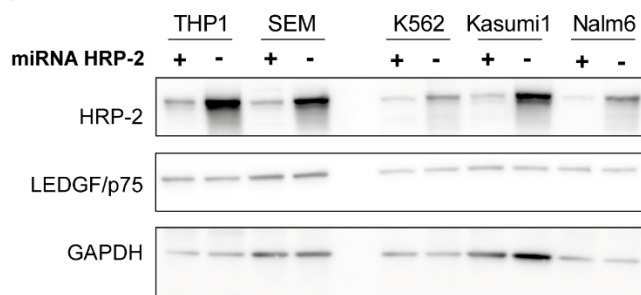

**D**

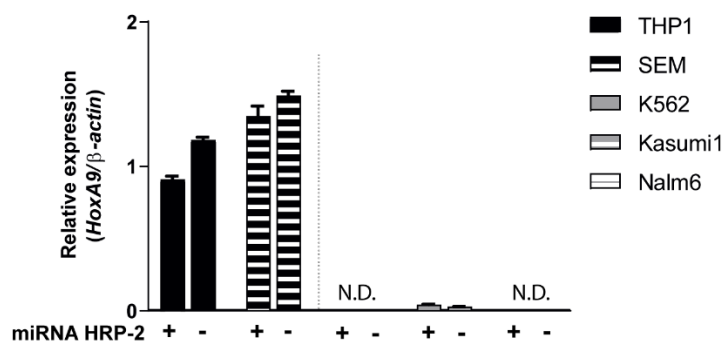

**Supplementary figure 4. Validation of HRP-2 knockdown in human and mouse cell lines.** (A-B) mRNA levels of *HRP-2* (top) and *PSIP1* (LEDGF/p75, bottom) in whole cell lysates of the (A) human and (B) murine cell lines used. Expression levels were verified by qPCR and normalized to  $\beta$ -actin (human) or *Gapdh* (mouse). One representative experiment shown (n=3). Error bars indicate the standard deviation of three replicates; (C) Western blot analysis of HRP-2 and LEDGF/p75 protein expression levels after transduction with miRNA to knock down HRP-2 (miRNA HRP-2 +) or control (miRNA HRP-2 -). GAPDH was used as loading control. Details about the western blot analysis can be found in supplementary figure 8; (D) qPCR analysis of HOXA9 expression levels in human cell lines, normalized to  $\beta$ -actin. One representative experiment shown (n=3). Error bars indicate the standard deviation of duplicates. N.D. = not detectable

**A**

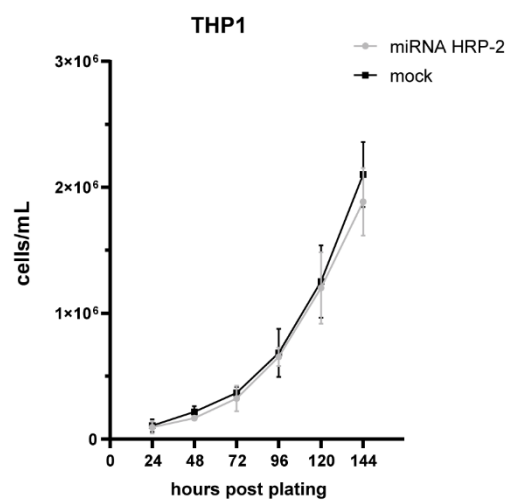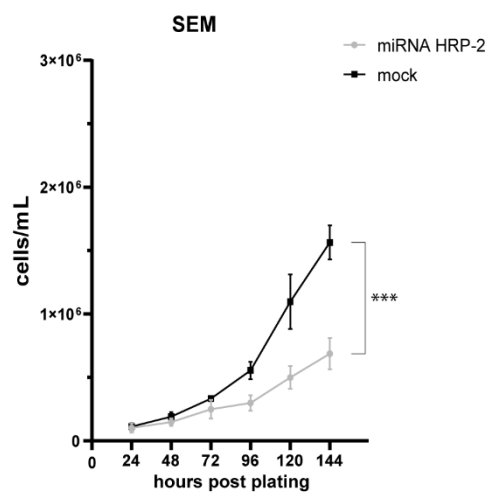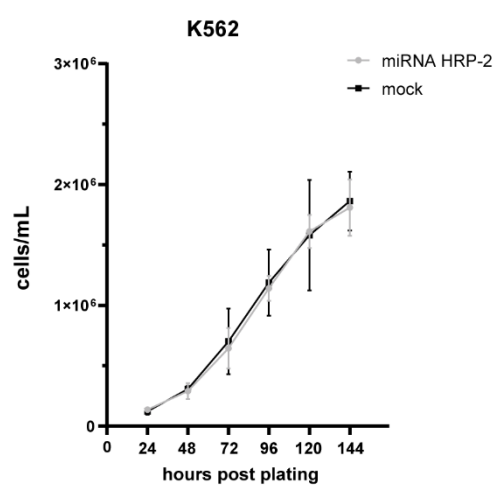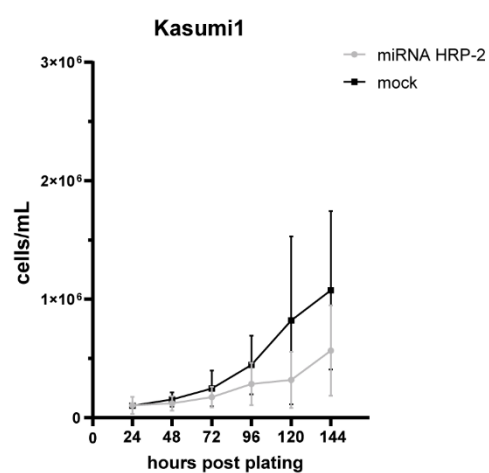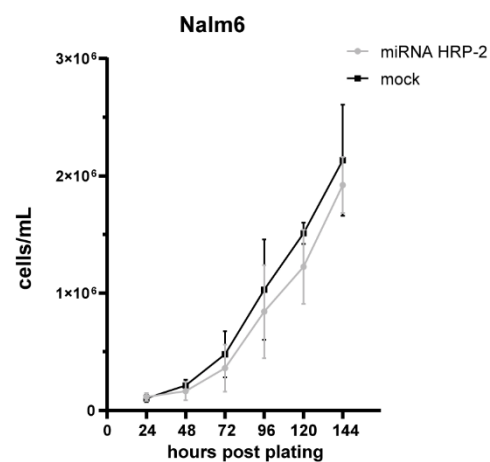

**B**

|         | Estimated doubling time |                 |
|---------|-------------------------|-----------------|
|         | miRNA HRP-2             | mock            |
| THP1    | 26 hours 52 min         | 27 hours 52 min |
| SEM     | 43 hours 12 min         | 30 hours 46 min |
| K562    | 31 hours 55 min         | 31 hours 45 min |
| Kasumi1 | 50 hours 49 min         | 35 hours 58 min |
| Nalm6   | 27 hours 1 min          | 26 hours 57 min |

**Supplementary figure 5. HRP-2 depletion variably affects growth of human cell lines.** (A) Growth of cultured cells was monitored for six consecutive days by counting the number of cells per mL culture. Error bars indicate the standard deviation of three independent replicates. Differences at the end point were determined using Mann-Whitney U test; \*\*\* $p < 0.003$ ; (B) Inserted table comparing doubling time between HRP-2 depleted (miRNA HRP-2) and control (mock) cells lines from the represented graphs.

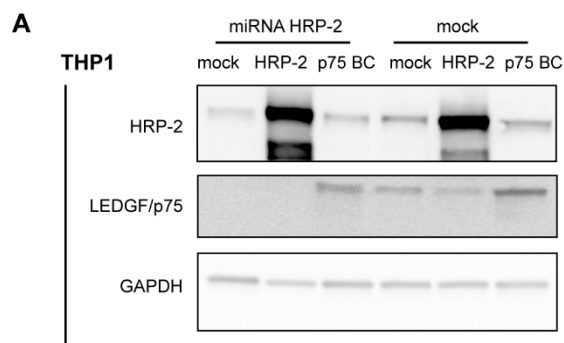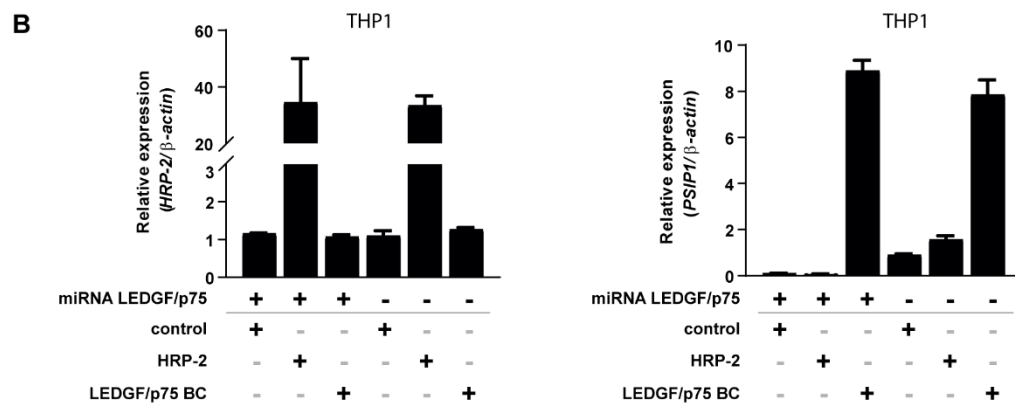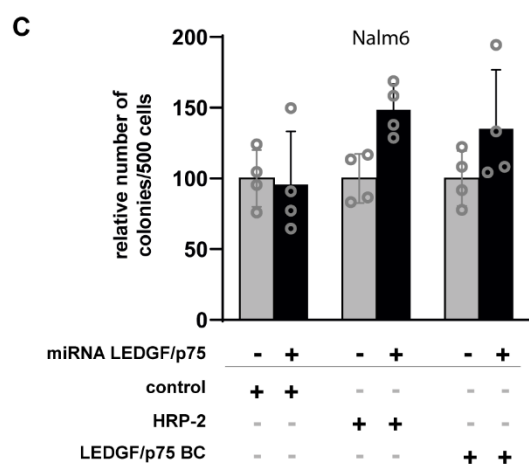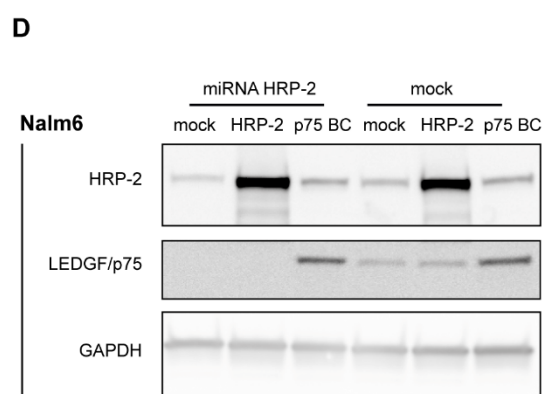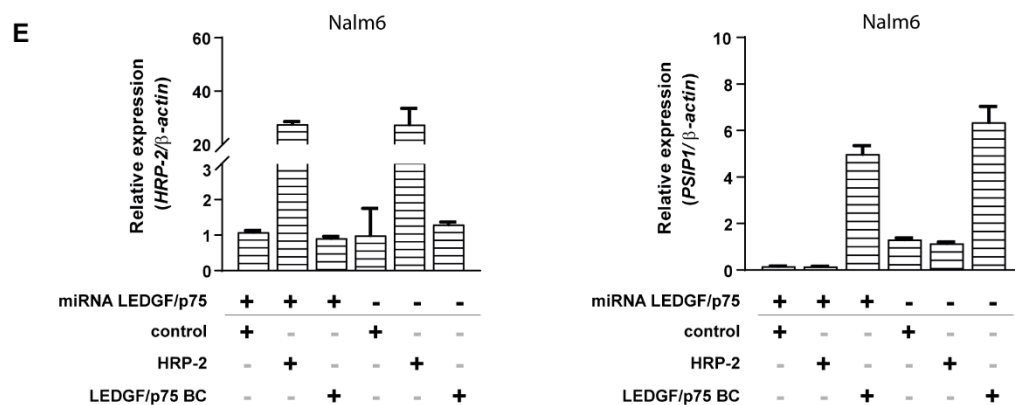

**Supplementary figure 6. Validation of double transduced THP1 and Nalm6 cells used for CFU experiment.** (A-B) Whole cell lysates of THP1 cells either transduced with an LEDGF/p75-miRNA to knockdown LEDGF/p75 (+) or control (-) and complemented with HRP-2, a miRNA-resistant LEDGF/p75 or mock vector (control) were validated by (A) Western Blot using specific antibodies and (B) qPCR analysis for *HRP-2* and *PSIP1* (LEDGF/p75). One representative experiment is shown (n=3). Error bars in B represent standard deviation of duplicates. Expression levels were normalized to  $\beta$ -actin; (C) Colony formation of stably transduced Nalm6 cell lines with an LEDGF/p75-miRNA to knockdown LEDGF/p75 (+) or control (-) and complemented with HRP-2, a miRNA-resistant LEDGF/p75 or mock vector (control). Error bars indicate standard deviation of four replicates. Replicates are indicated by open circles; (D-E) Whole cell lysates of all stably transduced Nalm6 cells were validated by (D) Western Blot using specific antibodies and (E) qPCR analysis for *HRP-2* and *PSIP1* (LEDGF/p75). One representative experiment is shown (n=3). Error bars in E represent standard deviation of duplicates. Expression levels were normalized to  $\beta$ -actin. Details about the western blot analysis can be found in supplementary figure 8.

**A**

Flag (MLL)

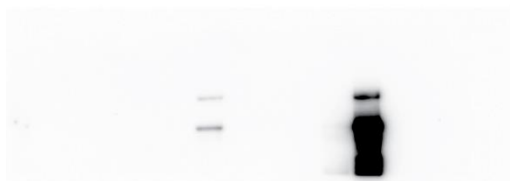

HRP-2

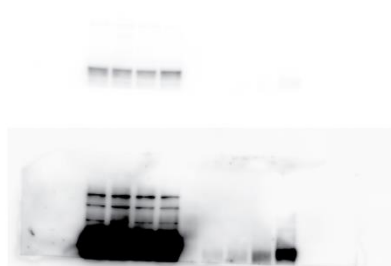

short exposure

long exposure

LEDGF/p75

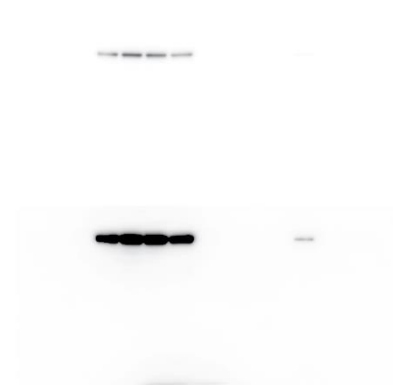

short exposure

long exposure

Menin

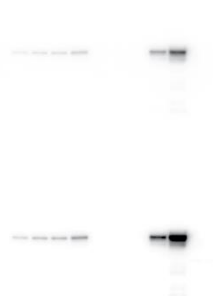

short exposure

long exposure

**B**

Flag (MLL)

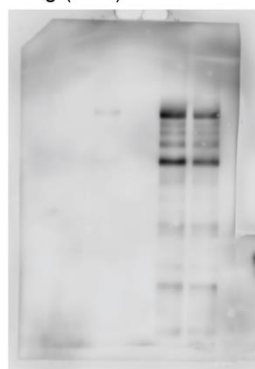

HRP-2

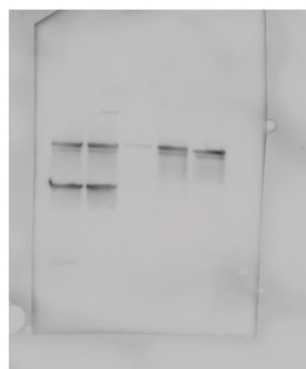

Menin

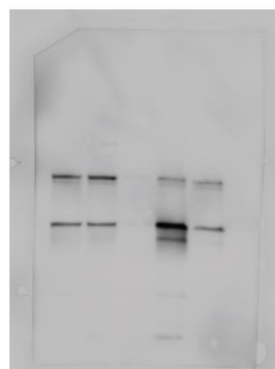

**C**

Flag (MLL)

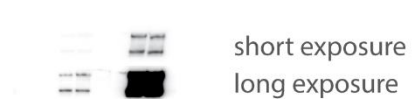

short exposure  
long exposure

Menin

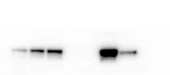

HRP-2

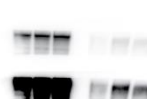

short exposure  
long exposure

**D**

Flag (MLL)

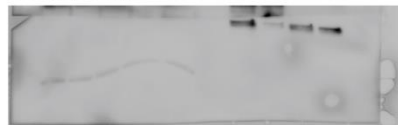

Menin

HRP-2

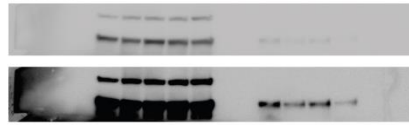

short exposure

long exposure

LEDGF/p75

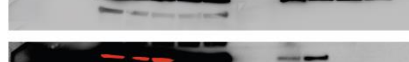

short exposure

long exposure

**Supplementary figure 7. Original blots from co-immunoprecipitation experiments.** (A) blot corresponding figure 1B. All samples were run on the same blot and the blot was cut horizontally to visualize multiple proteins. After Flag and LEDGF/p75 detection, the blots were stripped and used for detection of HRP-2 and menin, respectively. Input (left) and IP (right) were separated by a protein marker. As indicated, longer exposure was needed to visualize HRP-2 and LEDGF/p75 IP-bands. The samples were loaded in the same order as indicated in the cropped figure. Antibody detection was performed using Amersham ImageQuant 800 (GE Healthcare); (B) blot corresponding figure 1C. After HRP-2 detection, the same blot was stripped and used for detection of menin. Detection of Flag (MLL) was performed on a different blot, coming from the same experimental samples. Samples were consecutively loaded in the same order as indicated in the cropped figure. Blots were cut horizontally to visualize multiple proteins on one blot. Antibody detection was performed using LAS 3000 mini (GE Healthcare); (C) blot corresponding figure 1D. All samples were run on the same blot and the blot was cut horizontally to visualize different proteins separately. To visualize the Flag (MLL) input and HRP-2 IP signals, blots were exposed longer. Input (left) and IP (right) were separated by a protein marker. The samples were loaded in the same order as indicated in the cropped figure. Antibody detection was performed using Amersham ImageQuant 800 (GE Healthcare); (D) blot corresponding figure 1E. To visualize the HRP-2 and LEDGF/p75 IP signals, blots were exposed longer. HRP-2 and LEDGF/p75 were run and analyzed on the same blot. Here, input and IP were separated by a protein marker. Samples were reloaded to detect Flag (MLL) and menin. Here, samples were loaded consecutively. Antibody detection was performed using LAS 3000 mini (GE Healthcare).

A

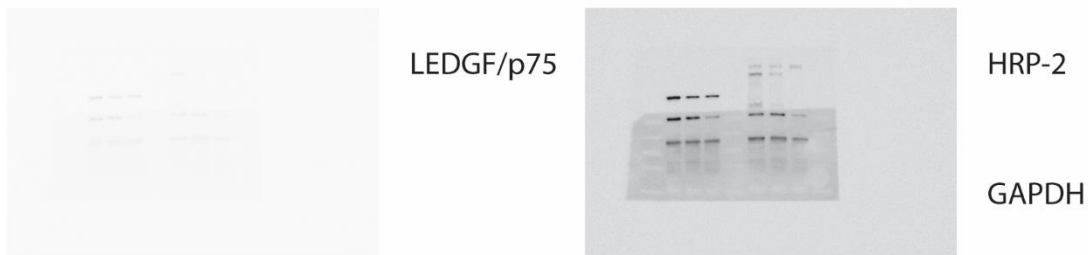

B

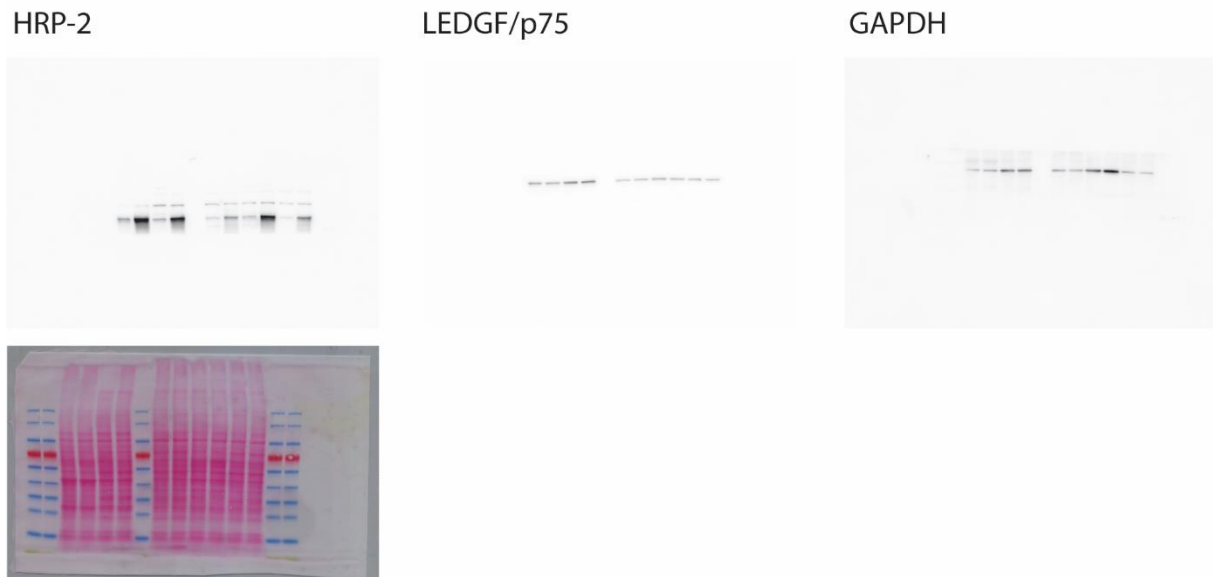

C

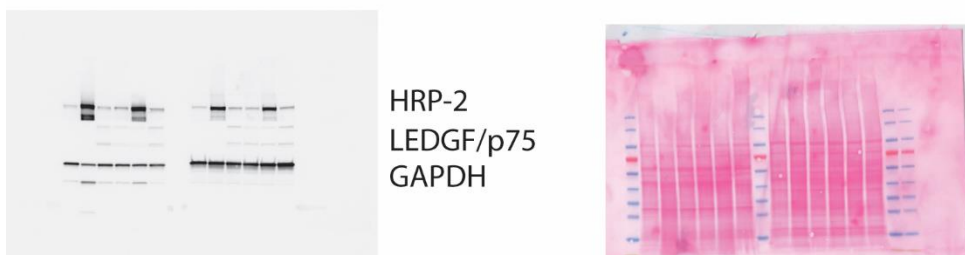

**Supplementary Figure 8. Original blots to validate HRP-2 and LEDGF/p75 expression levels.** (A) blot corresponding supplementary figure 3A. left blot, unadjusted blot with the three HRP-2 genotypes. Right blot, complete blot adjusted by brightness/contrast function imageJ. Wild type – heterozygous – knockout primary cells were loaded two times, separated by protein marker. Antibody detection of LEDGF/p75 (upper left), HRP-2 (upper right) and GAPDH (below) as loading control. Antibody detection was performed using LAS 3000 mini (GE Healthcare); (B) blots corresponding supplementary figure 4C. MLL-rearranged samples (THP1, SEM) were separated from MLL wt cell lines (K562, Kasumi1, Nalm6) with a protein marker. For every cell line, the HRP-2 KD condition was loaded before the control condition as indicated in the cropped figure. To analyze HRP-2, LEDGF/p75 and GAPDH on the same blot, the blot was cut horizontally at the 100 kDa and 55 kDa marker. Antibody detection

was performed using Amersham ImageQuant 800 (GE Healthcare). Besides GAPDH, a ponceau stain was performed to assess equal loading; (C) blots corresponding supplementary figure 6A and 6D. THP1 (left) and Nalm6 (right) samples were run on the same blot and separated by a protein marker. The samples were loaded as indicated in the cropped figures. To analyze HRP-2, LEDGF/p75 and GAPDH on the same blot, the blot was cut horizontally at the 100 kDa and 55 kDa marker. Antibody detection was performed using Amersham ImageQuant 800 (GE Healthcare). Besides GAPDH, a ponceau stain was performed to assess equal loading.

**Supplementary table 1: Statistics for the final water-refined sets of structures**

|                                                      |                                 |
|------------------------------------------------------|---------------------------------|
| <b>Non-redundant distance and angle constrains</b>   |                                 |
| <i>Total number of NOE constraints</i>               | 2528                            |
| Short-range NOEs                                     |                                 |
| Intra-residue ( $i = j$ )                            | 501                             |
| Sequential ( $ i - j  = 1$ )                         | 610                             |
| Medium-range NOEs ( $1 <  i - j  < 5$ )              | 814                             |
| Long-range NOEs ( $ i - j  \geq 5$ )                 | 602                             |
| Torsion angles                                       | 144                             |
| Total number of restricting constraints              | 2672                            |
| Total restricting constraints per restrained residue | 32.6                            |
| <b>Residual constraint violations</b>                |                                 |
| <i>Distance violations per structure</i>             |                                 |
| 0.1 – 0.2 Å                                          | 11.2                            |
| 0.2 – 0.5 Å                                          | 0.5                             |
| > 0.5 Å                                              | 0                               |
| r.m.s. of distance violation per constraint          | 0.02 Å                          |
| Maximum distance violation                           | 0.28 Å                          |
| <i>Dihedral angle viol. per structure</i>            |                                 |
| 1 – 10 °                                             | 4.0                             |
| > 10 °                                               | 0                               |
| r.m.s. of dihedral violations per constraint         | 0.57°                           |
| Maximum dihedral angle viol.                         | 5.0°                            |
| <b>Ramachandran plot summary</b>                     |                                 |
| <i>Most favored regions</i>                          | 92.6 %                          |
| Additionally allowed regions                         | 7.4 %                           |
| Generously allowed regions                           | 0.0 %                           |
| Disallowed regions                                   | 0.0 %                           |
| <b>r.m.s.d. to the mean structure</b>                | <i>all/ordered</i> <sup>1</sup> |
| <i>All backbone atoms</i>                            | 0.5/0.1 Å                       |
| All heavy atoms                                      | 0.6/0.6 Å                       |
| <b>PDB entry</b>                                     | 6T3I                            |
| <b>BMRB accession code</b>                           | 34442                           |

<sup>1</sup>Residues with sum of phi and psi order parameters > 1.8

## References

1. Schrijvers, R.; De Rijck, J.; Demeulemeester, J.; Adachi, N.; Vets, S.; Ronen, K.; Christ, F.; Bushman, F.D.; Debyser, Z.; Gijsbers, R. LEDGF/p75-independent HIV-1 replication demonstrates a role for HRP-2 and remains sensitive to inhibition by LEDGINs. *PLoS Pathog.* **2012**, *8*, doi:10.1371/journal.ppat.1002558.
2. Méreau, H.; De Rijck, J.; Čermáková, K.; Kutz, A.; Juge, S.; Demeulemeester, J.; Gijsbers, R.; Christ, F.; Debyser, Z.; Schwaller, J. Impairing MLL-fusion gene-mediated transformation by dissecting critical interactions with the lens epithelium-derived growth factor (LEDGF/p75). *Leukemia* **2013**, *27*, 1245–1253, doi:10.1038/leu.2013.10.
3. Cermakova, K.; Tesina, P.; Demeulemeester, J.; El Ashkar, S.; Méreau, H.; Schwaller, J.; \vRezáčová, P.; Veverka, V.; De Rijck, J. Validation and structural characterization of the LEDGF/p75-MLL interface as a new target for the treatment of MLL-dependent leukemia. *Cancer Res.* **2014**, *74*, 5139–5151.
4. Tesina, P.; Čermáková, K.; Hořejší, M.; Procházková, K.; Fábry, M.; Sharma, S.; Christ, F.; Demeulemeester, J.; Debyser, Z.; Rijck, J. De; et al. Multiple cellular proteins interact with LEDGF/p75 through a conserved unstructured consensus motif. *Nat. Commun.* **2015**, *6*, 7968, doi:10.1038/ncomms8968.

How the deposited data were processed for this re-analysis (not part of the article)

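The data were the RNA-seq count files of lin- bone marrow cells from 3 *HRP-2* wild type and 4 *HRP-2* knockout mice. According to the paper's methods, the authors sequenced 3′ end libraries, aligned the reads to GRCm38 with STAR and quantified genes with STAR on Ensembl annotation, and tested them with DESeq2. The deposited counts are whole numbers of reads per gene symbol, not normalized, with 5 tally rows at the end of each file that were left out. The layout of the files is that of a counting program that gives a tally of reads on no gene and of ambiguous reads, and 97.6% of the 25033 symbols are in GENCODE M21, so the step between alignment and counting is described here only as far as the methods state it. Which strand was counted is not stated, and overlapping or antisense genes and near-identical paralogs are therefore uncertain.

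From the counts, edgeR 4.0.16 in R 4.3.3 gave TMM factors, the filterByExpr filter and the quasi-likelihood test with robust estimation. CPM values used the same factors. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Gene lists were tested with fgsea 1.28.0 on log2 fold changes and with the camera test of limma 3.58.1, and p-values were adjusted over 5 lists. DESeq2 1.42.0 was an alternative. A result counted as past its threshold at an adjusted p-value under 0.25 for genes, the threshold of the paper, with 0.05 beside it, and under 0.05 for gene lists. Single values were compared with two-sided exact permutation tests over the 35 splits of 7 mice into 4 and 3. The tests were tested on counts simulated with the mean levels, library sizes and dispersions of the real libraries: among 11089 genes, the quasi-likelihood test at an adjusted p-value under 0.25 recovered 84 of 100 genes changed by 1 on the log2 scale and 100 of 100 changed by 2, with 63 false calls among 247.

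The depth was between 3525665 and 5605158 reads on genes per mouse. Every pair of libraries of a genotype differed by more than the sampling noise. The replicate numbers come from the sample labels; same-numbered mice are different animals, and nothing in the paper pairs them. Gene coordinates are those of GENCODE M21 on GRCm38.

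The genes named in the text follow a rule set before the data were examined: *Hdgfl2*, the genes of Figure S3C, genes of the MLL and menin complex, up to 10 genes with the largest change among those with an adjusted p-value under 0.05 and no overlap between genotypes, and for each of 5 lists the 5 genes with the smallest p-value. Sex-linked, substrain and clock genes may also be named in the closing section. *Rn45s* and the hemoglobin genes were named after their values were seen. Gene lists were written by hand after the genes of Figure S3C had been read, and the members of the paper's gene sets were not used here.

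Alternatives set in advance were DESeq2, limma-voom, edgeR's likelihood ratio test, other scaling factors, other filters on low counts, the replicate number as a block, the omission of each mouse in turn, other ranking statistics, other lists, and for camera, which is two-sided, a fixed correlation and limma's fry test. Alternatives chosen after the data had been seen were further DESeq2 settings, the omission of *Rn45s*, the share of *Rn45s* as a covariate, thinning of the libraries to the smallest total, and a correction for the GC content of the last 500 nt of each gene's longest transcript. DESeq2 was fitted in 13 ways, 1 of them set in advance and 12 tried after the data had been seen, and all of them are reported.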

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

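The first pattern was chosen by a fixed ratio of the gap to the range among the 4 knockout mice, and the second by gene lists outside the paper's discussion. The exact permutation tests of the list scores, and the use as a test of the fit without knockout replicate 3, itself set in advance, were chosen after the results were seen, and the other tests were not.

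Among 113 results tested for a knockout mouse far from the others, 8 stood out, where chance gives about 1 in 20, or 5.65. In knockout replicate 3, 4 Y-linked genes were far above the other 3 mice: *Ddx3y* at 104.2 CPM, *Eif2s3y* at 35.6 CPM, *Uty* at 36.9 CPM and *Kdm5d* at 8.76 CPM. In the same mouse *Xist* stood at 0.559 CPM, against 228.5 to 302.0 CPM in the other 6 mice. The pattern is that of a male mouse among females, and the labels and the paper give no sex. The smallest exact permutation p of *Xist* and the Y-linked genes between the genotypes was 0.714, but with 1 such mouse among 7 it could not have been small, so an effect of sex cannot be told apart by it. Without this mouse the 2 genes called with all mice were both called, so those calls do not rest on it alone. A mislabelled mouse cannot be excluded by these reads, but *Hdgfl2* was low in this mouse as in the other knockout mice.

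The other 4 were *Plpp5* at 25.9 CPM and *Dbf4* at 86.8 CPM in knockout replicate 3, *Ifitm1* at 67.5 CPM in knockout replicate 1 and *Per1* at 76.8 CPM in knockout replicate 4. They are within the number that chance gives. No biological explanation was tested.

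Lists of marker genes of other cells and of acute responses, with the genes of Figure S3C removed, also moved between the genotypes in the ranking by fold change. The NES was 2.45 for immediate-early genes, −2.10 for eosinophil, basophil and mast cell genes, −1.63 for macrophage genes, −1.61 for erythroid genes and −1.60 for lymphoid genes. When limma's camera test allowed for the correlation between genes, the unadjusted p was 0.123 for the immediate-early list, where 44 of 52 genes were higher, and 0.0237 for the eosinophil, basophil and mast cell list, where 14 of 15 genes were lower. It was 0.0261 for the macrophage list, where 15 of 21 genes were lower, 0.346 for the erythroid list and 0.378 for the lymphoid list. Adjusted over 7 lists none was under 0.05, and the smallest adjusted p was 0.0915. The lower *C1qa* and *C1qc* in the knockout mice may reflect fewer macrophages among the lineage depleted cells, and the lower *Prg2*, *Prg3* and *Slc18a2* may reflect fewer eosinophil, basophil and mast cell precursors, since the other genes of those cells fell too (limma's camera p 0.0261 and 0.0237; two-sided exact permutation p of the list scores 0.0286 and 0.0571). A change in the sampled mixture of cells and a change within cells cannot be told apart in bulk RNA. For the lower *Dntt*, *Il18r1* and *Klre1*, fewer lymphoid cells could not be told from other explanations (limma's camera p 0.378; two-sided exact permutation p of the list scores 0.457). The higher *Tnf*, *Nr4a2* and *Klf4* cannot be told apart from a response to cell isolation that differed between preparations (limma's camera p 0.123; two-sided exact permutation p of the list scores 0.257), because the scores of the immediate-early list varied from −1.04 to 0.486 within the wild type mice.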

How the results depend on the processing

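Results were recomputed under alternatives set before the data were examined and, where stated, under others chosen after the data had been seen. The log2 fold change of *Hdgfl2* kept its direction and its side of the threshold in all 18 other fits in which it was tested, from −5.62 to −4.86. Genes with at least 10 counts in every mouse leave *Hdgfl2* out, because the knockout libraries hold few of its reads. Across 20 other fits, between 47 and 52 of the genes of Figure S3C changed in the direction shown, against 51 in the reported one. The number of these genes that passed the filter differed between fits, so a lower number need not mean a reversal. The list was drawn from the same animals, so its direction across fits shows no stability.

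The number of genes past a threshold depended on the fit. The reported number was 2 at an adjusted p-value under 0.25 and 2 under 0.05, and both were genes of Figure S3C. DESeq2 gave 21 and 6, with 19 genes of Figure S3C. Without a filter on low counts the numbers were 41 and 19, with 32 genes of Figure S3C. With edgeR's likelihood ratio test they were 29 and 6, with 27. With at least 10 counts in every mouse they were 1 and 1, with 1, and with the replicate block 1 and 1, with 1. Across the 7 fits that each left out 1 mouse, from 2 to 7 genes were under 0.25 and from 1 to 5 under 0.05. Limma-voom gave 3 genes under 0.25. The cause of these differences was not tested. The simulated data gave calls at this sample size, but their changed genes moved by 1 or 2 on the log2 scale. Their genes also varied independently of each other. The genes of Figure S3C had median changes of 0.72 and −0.91. The simulation therefore cannot tell whether the number of mice accounts for the small number of calls.

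Chosen after the data had been seen, 12 further DESeq2 fits gave from 16 to 26 genes under 0.25. DESeq2 with no filter on low counts gave 18, and 5 under 0.05, with 16 genes of Figure S3C. DESeq2 with a prior on the fold change and at least 10 counts in every mouse gave 26, and 4 under 0.05, with 24 genes of Figure S3C. The other combinations of filter, prior and *Rn45s*, and a fit without Cook's filtering, gave 16, 18, 20, 21 or 26. With the share of *Rn45s* as a covariate 6 genes were under 0.25, all of them in Figure S3C. Leaving out *Rn45s* or thinning the libraries left the number at 2.

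The myeloid differentiation list kept its direction and an adjusted p-value under 0.05 under every alternative but 1: with the early granule genes in place of the list the NES was 1.08. The interferon alpha and gamma lists kept theirs except without a filter on low counts, where the NES was −1.13 and −0.84, and for the interferon gamma list when 1 mouse was left out, over a range of −1.90 to −1.22. The stem and progenitor list lost its significance when wild type replicate 1, knockout replicate 1 or knockout replicate 2 was left out, over a range of −1.87 to −1.11. The cause was not tested.

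For the mean log2 fold change with limma's camera test, a fixed correlation of 0.01 between genes left the values at −0.20, −0.15 and 0.29 for the interferon alpha, interferon gamma and myeloid lists but brought the adjusted p to 7.02e-07, 0.000399 and 3.39e-17. Over all alternatives the adjusted p of these lists ran from 7.02e-07 to 0.261, from 0.000399 to 0.349 and from 3.39e-17 to 0.217. The call of these lists thus changed with the correlation assumed between genes. When 1 mouse was left out, the values ran from −0.27 to −0.16 for the interferon alpha list and from 0.16 to 0.35 for the myeloid list. The interferon alpha list was under 0.05 without wild type replicate 3, and the myeloid list without knockout replicate 3 and without knockout replicate 4. The stem and progenitor list was no longer under 0.05 with fry, at −0.24, with the replicate block, at −0.28, and with the share of *Rn45s* as a covariate, chosen after the data had been seen, at −0.16. It ran from −0.31 to −0.14 when 1 mouse was left out, and was no longer under 0.05 without wild type replicate 1, wild type replicate 2, knockout replicate 1 or knockout replicate 2. Across its 13 alternatives 7 lost the call, and its adjusted p ran from 0.000171 to 0.216.

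*Men1* changed sign with upper-quartile factors, at −0.015, with at least 10 counts in every mouse, at −0.00052, and over a range of −0.14 to 0.14 when 1 mouse was left out. *Hoxa9* ran from −0.092 to 0.11 and *Kmt2a* from −0.22 to 0.013 when 1 mouse was left out. These genes were not called under the 13 alternatives run for each of them. Of 480 values of single named genes under the alternatives, 442 kept their direction and call, 29 passed the threshold, 1 no longer did, and 8 reversed, which are those of *Men1*, *Hoxa9* and *Kmt2a*.

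The same-numbered mice did not deviate together: the correlation of their deviations was −0.023, −0.19 and −0.14. The replicate block therefore tests a pairing that the data do not show.

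Each library held at least 3525665 reads on genes. The floor of 3 reads was between 0.535 and 0.851 CPM before the TMM factors are applied. It limits *Fam71a*, with no reads in wild type mice, and *Hdgfl2* in knockout replicates 2 and 4, with 3 and 2 reads. It also limits *Xist* in knockout replicate 3, with 3 reads. Among other genes of Figure S3C it limits *C3ar1* in knockout replicate 2, with 0 reads, and *Ibsp* in wild type replicate 1, with 3 reads.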

Differences from the paper's values

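The paper reports 52 differentially expressed genes at FDR 0.25, of which 23 are upregulated and 29 downregulated. The reported fit gave 2 genes, 1 higher and 1 lower. Of the alternatives set before the data were examined, the fit without a filter on low counts gave 41 genes, 20 higher and 21 lower, against the paper's 52, 23 and 29, and is the setting under which the values fall within 1.5 times the paper's. The others did not close the gap: DESeq2 gave 21 genes, 9 higher and 12 lower, edgeR's likelihood ratio test gave 29, 10 higher and 19 lower, limma-voom gave 3, and the remaining fits, with other factors, a stricter filter, the replicate block or 1 mouse left out, gave from 1 to 7. Over 13 DESeq2 fits, 12 of them tried after seeing the values, none reached the paper's 52, and the most genes called was 26, in fits with a prior on the fold change and at least 10 counts in every mouse, with or without *Rn45s*, chosen after seeing the values. The fit with the share of *Rn45s* as a covariate, also chosen after seeing the values, gave 6. The fits that called more genes of the paper's list than the reported fit were edgeR without a filter on low counts with 32, edgeR's likelihood ratio test with 27, DESeq2 with 19, the other DESeq2 fits with from 14 to 24, the covariate fit with 6, and limma-voom and the fits without knockout replicate 1, 2 or 3 or wild type replicate 1 with 3 each.

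For the enrichment scores of Figure 3C, the interferon alpha list gave −0.54 against about −0.57 in Figure 3C, read by eye, and the interferon gamma list gave −0.41 against about −0.41, so neither differs by more than the reading error of 0.05 in the reported fit. Without a filter on low counts, the setting nearest to the paper's number of genes, the scores were −0.36 and −0.25 and did differ. The interferon alpha score also differed without wild type replicate 1 or 2 or knockout replicate 1 or 3 and with the genes of Figure S3C removed, from −0.52 to −0.42, and the interferon gamma score without wild type replicate 1 or 2 or knockout replicate 2, from −0.47 to −0.29. With the core interferon-stimulated genes or the Reactome sets, which are other lists, both differed, from −0.72 to −0.54. The members of the paper's gene sets were not used for any of these scores. The interferon lists were written from memory of the Hallmark sets. A score close to the figure's therefore does not show that the paper's own sets would score the same here. The score of the paper's myeloid set was not compared.

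The paper describes HRP-2 mRNA as fully depleted in the lineage depleted cells of the knockout mice by qPCR (Figure S3A). In the knockout libraries *Hdgfl2* reads remained, on average at 2.79% of the wild type level.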

Other observations

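The tests on the splits with DESeq2, the likelihood ratio test and no filter, on the 8 splits for gene lists, on GC content, on *Rn45s*, on reads from other libraries and the exact permutation test of the clock list score were chosen only after the results were seen, as was the use as a test of the fit without knockout replicate 3, itself set in advance. The other tests were set earlier.

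The 7 mice can be split into 4 and 3 in 35 ways. In 11 of the 35 splits, the real split included, as many genes or more had an adjusted p-value under 0.25 as the 2 found between the genotypes. With DESeq2 14 of the 35 splits gave as many as the 21 found, with the likelihood ratio test 10 of the 35 as many as the 29 found, and without a filter on low counts 18 of the 35 as many as the 41 found. Of the 8 splits that part the 3 same-numbered pairs, 5 gave as many genes; 8 splits cannot give a share under 0.05. The number of genes called between the genotypes was therefore no larger than groupings that ignore the genotype often gave.

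For the gene lists, 4 of the 35 splits gave as large an NES for the interferon alpha list, 5 for the interferon gamma list, 3 for the myeloid differentiation list and 4 for the stem and progenitor list, the real split included. Among the 8 splits that part the pairs, the numbers were 1, 1, 2 and 3. Each share of the 35 splits is 0.05 or more, so by their NES these lists cannot be told apart from an arbitrary division of these mice at that level, although the adjusted p-values by permutation of genes were small.

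The largest number of genes came from a split that is not the genotype: 1167 genes between wild type replicates 1 and 3 with knockout replicates 1 and 2 on the one side, and wild type replicate 2 with knockout replicates 3 and 4 on the other. The mice on the other side were those with the highest share of reads on *Rn45s*, at 20.6%, 13.6% and 18.6%, against 11.8%, 9.43%, 4.94% and 9.21%. The share of this ribosomal RNA precursor may follow how far ribosomal RNA was carried into a library, which is a technical difference, and each genotype has mice on both sides. Its role in the genotype results was tested. Leaving *Rn45s* out left 2 genes under 0.25, and the share of *Rn45s* as a covariate gave 6 genes, so it does not account for the calls. With that covariate the NES was −1.99 for the interferon alpha list and −1.71 for the interferon gamma list. It was 2.79 for the myeloid differentiation list and −1.52 for the stem and progenitor list. Each kept an adjusted p-value under 0.05 by fgsea's permutation of genes. By limma's camera test the stem and progenitor list had an adjusted p of 0.0399 without the covariate. With the covariate it was no longer under 0.05.

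Other technical explanations were tested on the same results. With every library thinned to the smallest total, 2 genes were under 0.25, so deeper knockout libraries do not account for the calls. After correction for the GC content of the 3′ ends, which was known for 99.1% of the genes and shifted a log2 fold change by at most 0.098, the NES was −1.92, −1.69, 2.81 and −1.70 for the interferon alpha, interferon gamma, myeloid and stem lists, each still under 0.05. So small a correction says little about other effects of base composition. Without knockout replicate 3 the NES was −1.90, −1.53, 2.07 and −1.50, each still under 0.05, so these list results do not come from that mouse alone. *Nnt*, whose loss marks some C57BL/6 substrains, did not separate the genotypes (exact permutation p = 0.486).

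*Arntl* was lower in the knockout mice, at 9.96 ± 2.25 CPM (SD, n = 4) against 20.3 ± 5.24 CPM (SD, n = 3). A harvest at another time of day would raise clock genes of the opposite phase. These did not shift as a group, with 5 of 9 higher and 4 lower. Limma's camera test gave p = 0.636, and the two-sided exact permutation test of the list scores gave p = 0.714. Within the wild type mice the scores of this list varied from −0.446 to 0.684, so a different harvest time stays open.

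In the knockout mice *Hdgfl2* kept 2.79% of the wild type level on average, with 13 reads in knockout replicate 1. Reads carried over from other libraries of the pool were tested with the Y-linked reads of knockout replicate 3, of which knockout replicate 1 held 4 against 995, or 0.402%. Its *Hdgfl2* reads were 13 against 552 in the wild type libraries, or 2.36% (two-sided Fisher's exact test, p = 0.00125, which covers counting error only, since reads are not independent molecules). This library was tested because it held the most *Hdgfl2* reads. In knockout replicate 2 the share was 0.543% for *Hdgfl2* and 0.101% for the Y-linked reads, with 3 reads and 1 read. In knockout replicate 4 it was 0.362% for *Hdgfl2*, with 2 reads, and there were 0 Y-linked reads. In knockout replicate 3, the source of the Y-linked reads, the share was 1.45% for *Hdgfl2* and had no such comparison. The Y-linked reads measure carry-over from knockout replicate 3 and not from the wild type libraries, so the source of the remaining reads was not determined. Read-through of the targeted allele was not tested. The knockout is systemic, so wild type cells are not expected to remain in these mice. *Hba-a1*, *Hba-a2*, *Hbb-bs* and *Hbb-bt* held 0 reads in every library.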
